# Bone Marrow Harbors a Unique Population of Dendritic Cells with the Potential to Boost Neutrophil Formation upon Exposure to Fungal Antigen

**DOI:** 10.3390/cells11010055

**Published:** 2021-12-24

**Authors:** Marieke Goedhart, Edith Slot, Maria F. Pascutti, Sulima Geerman, Timo Rademakers, Benjamin Nota, Stephan Huveneers, Jaap D. van Buul, Katherine C. MacNamara, Carlijn Voermans, Martijn A. Nolte

**Keywords:** dendritic cells, bone marrow, hematopoiesis, granulopoiesis, fungal infection, zymosan, dectin-1

## Abstract

Apart from controlling hematopoiesis, the bone marrow (BM) also serves as a secondary lymphoid organ, as it can induce naïve T cell priming by resident dendritic cells (DC). When analyzing DCs in murine BM, we uncovered that they are localized around sinusoids, can (cross)-present antigens, become activated upon intravenous LPS-injection, and for the most part belong to the cDC2 subtype which is associated with Th2/Th17 immunity. Gene-expression profiling revealed that BM-resident DCs are enriched for several c-type lectins, including Dectin-1, which can bind beta-glucans expressed on fungi and yeast. Indeed, DCs in BM were much more efficient in phagocytosis of both yeast-derived zymosan-particles and *Aspergillus conidiae* than their splenic counterparts, which was highly dependent on Dectin-1. DCs in human BM could also phagocytose zymosan, which was dependent on β1-integrins. Moreover, zymosan-stimulated BM-resident DCs enhanced the differentiation of hematopoietic stem and progenitor cells towards neutrophils, while also boosting the maintenance of these progenitors. Our findings signify an important role for BM DCs as translators between infection and hematopoiesis, particularly in anti-fungal immunity. The ability of BM-resident DCs to boost neutrophil formation is relevant from a clinical perspective and contributes to our understanding of the increased susceptibility for fungal infections following BM damage.

## 1. Introduction

The bone marrow (BM) is the primary organ responsible for the formation of all blood cell lineages, and also serves as a reservoir for immunological memory [1,2]. In addition, it harbors a small population of resident dendritic cells (DC) that can be primed by blood borne antigens and subsequently activate naïve T cells [3,4]. Thus, the BM can also act as a secondary lymphoid organ with capability of initiating adaptive immune responses.

DCs are professional antigen presenting cells and are key integrators of immune signals. Depending on environmental factors, such as PAMPs and inflammatory cytokines from innate immune cells, DCs produce cytokines and express cell surface molecules to skew newly primed T cells to the appropriate response. In the BM, DCs are located around the vasculature [3,5], the same location that has been described as the perivascular niche for hematopoietic stem cells (HSCs) [6,7]. However, hematopoiesis is rather sensitive to inflammation. On the one hand, inflammatory cytokines that are produced during an infection can instruct hematopoietic stem and progenitor cells (HSPCs) to produce specific offspring that is able to fight the invading pathogen [8,9,10]. On the other hand, prolonged exposure of hematopoiesis to an inflammatory milieu results in anemia and eventual hematopoietic exhaustion [11,12]. Thus, unlike in other secondary lymphoid organs, a tight regulation of immune activation is required in the BM. We therefore questioned whether BM-resident DCs are different from spleen-resident DCs regarding phenotype, function, and inflammatory profile. We discovered that, in fact, BM DCs are fully capable of activating T cells and responding to systemic infection with an inflammatory profile. BM DCs express high levels of c-type lectin receptors and are particularly capable of taking up fungal antigens in a Dectin-1 dependent manner. In addition, we showed that upon exposure to fungal antigens, BM DCs skew hematopoiesis towards increased neutrophil formation in a G-CSF dependent manner. Our data therefore reveal a role for BM DCs as translators between infection and hematopoiesis, particularly in anti-fungal immunity.

## 2. Materials and Methods

### 2.1. Mice and Intravenous Injections

C57BL/6J mice and C57BL/6J.OT-I TCR (OT-I) transgenic mice were maintained in the animal facility of the Netherlands Cancer Institute (Amsterdam, The Netherlands) under specific pathogen-free conditions. Mice were generally 8–14 weeks old at the start of the experiment. All animal experiments were approved by the Experimental Animal Committee of the Netherlands Cancer Institute, according to institutional and national guidelines.

In some experiments, mice were intravenously injected with 5 µg ultra-pure lipopolysaccharide (LPS) from E. coli K12 (Invivogen, Toulouse, France), 3 µg biotin-labelled CD11c antibody (clone N418; eBioscience, now Thermo Fisher, Waltham, MA, USA), or 100 µg FITC-labelled zymosan. FITC-labelled zymosan was prepared as follows: unlabeled zymosan (Sigma, Burlington, MA, USA) was resuspended in PBS at 25 mg/mL and heated for 30 min at 100 °C. This suspension was pelleted by centrifugation and washed twice with sterile PBS. Subsequently, the zymosan particles were resuspended at 5 mg/mL in PBS and incubated with 2.5 µg/mL fluoroscein-isothiocyanate (FITC; Sigma, Burlington, MA, USA) for 45 min at RT. Finally, zymosan particles were washed 5 times in sterile PBS, resuspended to a concentration of 5 mg/mL and stored at –20 °C.

### 2.2. Murine Cell Isolation

Murine BM cells were obtained by mildly crushing femurs and tibiae, and in some cases pelvi, humeri, and sternum, with a mortar and pestle. BM cell suspensions were filtered through a 70-μm cell strainer. Single splenocyte suspensions were prepared by crushing the spleen through a 70-μm cell strainer with the plunger of a syringe.

### 2.3. Human BM Cell Isolation

BM samples were obtained from patients (age range 58–80 years) undergoing median sternotomy for cardiac surgery, after informed consent and approval of the medical ethical review board of the AMC (MEC:04/042#04.17.370). BM mononuclear cells were isolated by density gradient centrifugation (Ficoll-paque PLUS, GE Healthcare, Freiburg, Germany).

### 2.4. Flow Cytometry, Cell Sorting and ImageStream

For flow cytometric analysis, cell sorting, and ImageStream analysis of murine DCs, BM cells were stained with antibodies against CD11c (clone N418) and MHCII (clone M5/114.15.2), and in some experiments for CD11b (clone M1/70), CD8 (clone 53-6.7), and CD24 (clone M1/69). For cell sorting, mononuclear cells were first enriched for CD11c^+^ cells with CD11c microbeads (Miltenyi Biotec, Leiden, The Netherlands). The following antibodies were used for phenotypic analysis of murine DCs: CD40 (clone 1C10), CD80 (clone 16-10A1), CD86 (clone GL1), and Dectin-1 (clone bg1fpj). For cell sorting of CD8b^+^CD44^−^ naïve CD8 T-cells from OT-I mice, OT-I splenocytes were enriched for CD8 T-cells with CD8 microbeads (Miltenyi Biotec) and cells were stained with antibodies against CD8b (clone H35-17.2) and CD44 (clone IM7). For cell sorting of murine LSK cells, BM cells were stained for biotin-labelled lineage markers (CD4 (clone GK1.5), CD8 (clone 53-6.7), B220 (clone RA3-6B2), CD11b (clone M1/70), Gr-1 (clone RB6-8C5, which recognizes mostly Ly6G and to some extent also Ly6C) and Ter119 (clone TER-119)), Sca-1 (clone D7), c-kit (clone 2B8), and enriched for progenitors by negative depletion of lineage cells using streptavidin microbeads (Miltenyi Biotec). Lineage-depleted BM was stained for Sca-1 (clone D7) and c-kit (clone 2B8). For analysis of granulopoiesis in zymosan-injected mice, BM cells were stained with antibodies against CD4 (clone GK1.5), CD8 (clone 53-6.7), B220 (clone RA3-6B2), Ter119 (clone TER-119), c-kit (clone 2B8), CD34 (clone RAM34), and Ly6G (clone clone 1A8). All antibodies were obtained from eBioscience, unless indicated otherwise. FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA) and FACSAria (BD Biosciences) were used for flow cytometric analysis and cell sorting. ImageStream Mark II Imaging Flow Cytometer (Merck Millipore, Burlington, MA, USA) was used for ImageStream analysis.

### 2.5. RNA Sequencing

For sorting, CD11c^+^ cells were enriched with CD11c microbeads (Miltenyi Biotec) from pooled BM and spleen (2 mice/sort, 3 sorts in total), and CD11c^+^MHCII^+^CD11b^high^CD24^low^ cDC2 were sorted. RNA was extracted with RNeasy Micro kit (Qiagen) according to the manufacturers protocol. RNA quality check, polyA RNA selection, and sequencing were performed at GenomeScan BV (Leiden, The Netherlands). RNA quality and quantity was determined by a Bioanalyzer Picochip (Agilent). Per sample, 25 ng RNA was used for library preparation and single-end, 75 nucleotide fragments were analyzed by Illumina NextSeq 500. Reads were aligned to the mouse genome (mm10) using STAR (v2.5.3a). Reads that aligned to (exonic parts of) genes annotated by Ensembl (release 81) were quantified using featureCounts (v1.5.2). Low abundant genes were removed for further analysis, genes with more than 1 CPM (counts per million) in at least 3 samples were kept. Differentially expressed genes between BM cDC2s and spleen cDC2s were assessed with limma trend, using a paired design. Genes with >1.5 fold change difference and FDR-adjusted *p*-values < 0.05 were considered significantly differentially expressed. Pair-wise Pearson’s correlation coefficients between the samples were calculated based on log_2_ CPM values, and grouped by hierarchical clustering. Gene ontology (GO) enrichment analysis with goseq (v1.30.0) was done for the significantly differentially expressed genes, using only GO-terms with curated evidence codes, meaning that GO-terms with electronic annotation evidence code (IEA) were removed. Significantly enriched GO-terms (adjusted *p*-value < 0.05) were clustered with a customized a gogadget (v2.1) script. Data are accessible through GEO Series accession number GSE182984 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182984, accessed on 31 August 2021).

### 2.6. Confocal Microscopy

Murine bones were mounted directly in Tissue-Tek O.C.T. embedding compound (Sakura Finetek, Alphen aan den Rijn, The Netherlands) and slowly frozen while floating on liquid nitrogen. Then, 8 μm thick cryosections were prepared using the CryoJane^®^ Tape-Transfer System (Leica Biosystems, Amsterdam, The Netherlands). Sections were air-dried, fixed for 10 min in dehydrated acetone, and blocked with 5% BSA/PBS. Antibodies used for immunolabelling of BM sections were CD11c (clone N418; eBioscience), MHCII (clone M5/114.15.2; eBioscience), CD144 (VE-cadherin; clone BV13; Biolegend), and CD31 (PECAM; clone MEC 13.3; BD Biosciences). All sections were counterstained with Hoechst 33342 (Thermo Fisher, Waltham, MA, USA) and mounted with Mowiol. Images were acquired using a Leica TCS SP8 confocal microscope in conjunction with Leica Application Suite X software.

### 2.7. CD8 T-Cell Stimulation

BM DCs were loaded with OVA_257–264_ peptide (1nM; Invivogen) or Ovalbumin (100 ug/mL; Biosearch Technologies, Hoddesdon, UK). CD8b^+^CD44^−^ naïve OT-I T cells were sorted from OT-I splenocytes and labelled with CellTrace Violet (ThermoFisher Scientific) according to the manufacturer’s protocol. BM DCs were co-cultured with CD8 T cells for 3 days in 96-well plates with 25,000 DCs and 50,000 T cells per well in IMDM medium (ThermoFisher Scientific) supplemented with 10% FCS and 1% penicillin-streptomycin. Cells were cultured at 37 °C in a humidified incubator at 5% CO_2_. After 3 days, proliferation of CD8 T cells was determined by flow cytometry.

### 2.8. DC Co-Cultures with Zymosan and Aspergillus

For murine zymosan-uptake studies, CD11c^+^ enriched cells from BM and spleen were co-cultured for 2 h with 10–40 ug/mL FITC-labeled zymosan in RPMI-1640 (ThermoFisher Scientific) supplemented with 10% FCS and 1% penicillin-streptomycin. In some experiments, 20 µg/mL Dectin-1 blocking antibody (clone R1-8g7; Invivogen; [13,14,15,16]) was added to the culture. For human zymosan-uptake studies, human BM mononuclear cells were enriched for DCs with CD11c microbeads (Miltenyi Biotec, Leiden, The Netherlands) and co-cultured with 40 µg/mL zymosan for 2 or 16 h in RPMI-1640 (ThermoFisher Scientific, Waltham, MA, USA) supplemented with 10% FCS and 1% penicillin-streptomycin in the presence of blocking antibodies against CD11b (10 ug/mL; clone 44A; American Type Culture Collection) and CD18 (10 ug/mL; clone IB4; American Type Culture Collection) [17,18]. For *Aspergillus*-uptake studies, conidia from *A. fumigatus* strain AfS35 (D. Hartl, Tuebingen, Germany) (3 × 10^6^/mL) were incubated with 250 µg/mL FITC (Sigma) in PBS for 30 min at 37 °C, washed 3 times with PBS and used directly. Murine DCs were cultured in a 1:1 ratio with FITC-labelled *Aspergillus conidia* in RPMI-1640 (ThermoFisher Scientific) supplemented with 10% FCS and 1% penicillin-streptomycin for 16 h in the presence of 20 µg/mL Dectin-1 blocking antibody (clone R1-8g7; Invivogen, Toulouse, France). Uptake of zymosan and Aspergillus by DCs was determined by flow cytometry. To produce supernatant from murine BM DCs for LSK cultures, sorted CD11c^+^MHCII^+^ BM DCs were co-cultured for 16 h with 40 µg/mL zymosan (Sigma) in X-VIVO 15 medium (Lonza, Basel, Switzerland). All cultures were performed at 37 °C in a humidified incubator at 5% CO_2_.

### 2.9. LSK Cell Culture Assays

For 11-day LSK cultures, LSK cells (Lin^−^c-Kit^−^ Sca-1^+^) were sorted to purity and cultured in 96-well plates with 4000 cells per well in X-VIVO 15 medium (Lonza) with 2 ng/mL thrombopoietin (TPO) and stem cell factor (SCF) and 5 ng/mL Flt3-L. LSK cultures contained 25% supernatant from 16 h co-cultures of BM DCs with and without zymosan in X-VIVO 15 medium. In some experiments, 5 µg/mL G-CSF blocking antibody (clone 67604; R&D Systems, Minneapolis, MN, USA) or Rat IgG1 isotype control (Biolegend, San Diego, CA, USA) was added. Cells were cultured at 37 °C in a humidified incubator at 5% CO_2_. All cytokines were obtained from Peprotech (London, UK).

### 2.10. Statistics

Mean values plus or minus standard deviation (SD) or standard error of the mean (SEM) are shown. Two-way ANOVA and two-tailed unpaired *t*-tests, paired *t*-tests, and multiple *t*-tests were performed as indicated to determine statistical significance. *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## 3. Results

### 3.1. BM Harbors a Substantial Population of Dendritic Cells

First, we set out to determine the frequency and localization of DCs in the BM as compared to the spleen. Flow cytometric analysis revealed that CD11c^+^MHCII^+^ DCs were relatively rare in the BM, ranging from 0.11 to 0.22% of life nucleated cells, which is significantly less than in the spleen (Figure 1A,B). We then calculated the total number of DCs present in all BM containing bones by multiplying total number of BM DCs derived from two femurs and two tibiae with the factor 3, as femurs and tibiae together contain one third of the BM in the murine body [19]. The total number of BM DCs did not significantly differ from the total number of splenic DCs (Figure 1C), which is related to the fact that the total volume of BM throughout the body is substantial, containing a vast number of total nucleated cells [19]. Of note, BM DCs typically expressed higher levels of MHCII than splenic DCs, which has been reported previously and possibly reflects a more activated state [5]. 

Conventional CD11c^+^MHCII^+^ DCs can be divided in two major subtypes. Type 1 DCs (cDC1) are important for anti-viral immunity, require the transcription factor IRF8, and are characterized by expression of CD24 or CD8 [20,21]. Type 2 DCs (cDC2) on the other hand are characterized by the expression of IRF4 and CD11b, and are important for Th2 and Th17 immunity [20,22,23]. Even though BM DCs typically expressed higher levels of CD11b than splenic DCs, as reported previously [5], we could discern cDC1 and cDC2 subsets based on CD11b and CD24 expression in both spleen and BM (Figure 1A). The majority of both spleen and BM DCs were of the cDC2, Th2/Th17 inducing variety: they constituted ~65% of total DCs in the spleen and were even more abundant in the BM at ~80% of total DCs (Figure 1D). Accordingly, CD8^+^ CD11b^−^ DC constituted ~20% of total splenic DCs and only ~5% of total BM DCs (Figure S1A,B).

### 3.2. Perivascular BM DCs Are Accessible to Blood-Borne Molecules and Respond to Systemic Infection

Previous work indicated that CX_3_CR1^+^ DCs form perivascular clusters in the BM [3,5], which suggests that they are accessible to blood borne molecules and have the capability to respond to systemic infection. We determined the localization of BM DCs on BM cryosections by staining for CD11c and MHCII, similar to the FACS-based characterization. We could indeed find BM DCs that are located close to the BM vasculature (Figure 1E), although we only observed single BM DCs and did not find any evidence for perivascular clusters of DCs. To determine whether BM DCs are readily accessible to blood-born molecules, we injected mice with a biotinylated CD11c antibody and sacrificed them after 2 min (Figure 1F). We used directly labelled antibodies against CD11c and MHCII to identify DCs with flow cytometry, and determined binding of the biotinylated CD11c antibody with streptavidin staining (Figure S1D). We found that splenic DCs were divided into a population that had bound the biotinylated CD11c antibody, most likely DCs that are located in the highly vascularized red pulp, and DCs that did not bind the injected antibody, due to their presence in the white pulp, which secludes them from blood stream (Figure 1G and Figure S1D). In contrast, all BM DCs had bound the biotinylated CD11c antibody within the 2-min time window, indicating that the entire BM DC population is readily accessible to blood-born molecules (Figure 1G and Figure S1D).

Next, we investigated whether BM DCs respond to intravenously injected lipopolysaccharide (LPS), a model for systemic infection. We predicted the response of BM DC to LPS to be less strong compared to splenic DCs, as a dampened inflammatory response could be beneficial to the bone marrows hematopoietic process and its precious HSCs. However, we in fact found that BM DCs showed equal or even higher upregulation of MHCII and the co-stimulatory molecules CD40, CD80, and CD86 in response to LPS compared to their splenic counterparts (Figure 1H). Thus, BM DCs showed an inflammatory profile in response to in vivo LPS challenge.

A hallmark that functionally separates DCs from other antigen presenting cells is their ability to activate naïve T cells. We could demonstrate that the CD11c^+^MHCII^+^ cells in the BM are indeed bona fide DCs, as they are capable of inducing proliferation of naïve OT-I CD8 T cell responses when loaded with OVA peptide antigens (Figure S2). A similar profile was observed when we used OVA protein, which indicates that BM DCs can also cross-present antigens and thereby activate naïve CD8 T cells to exogenous antigens (Figure S2). Together, these data indicate that the BM hosts a unique population of bona fide DCs that show a pro-inflammatory response to systemically applied stimuli to initiate protective immunity.

### 3.3. mRNA Profiling Reveals High Expression of C-Type Lectin Family Receptors by BM DCs

To investigate the differences between BM DCs and splenic DCs in further detail, we compared their transcriptional profiles. 

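cDC2 are the conventional DCs that carry CD11b rather than CD8, and they were taken from the BM and the spleen in 3 sorts with cells pooled from 2 mice each, which gave 3 BM and 3 splenic RNA samples. Each sample was made into a polyA-selected library and read from one end. The authors aligned the reads to the mouse genome (mm10, the same assembly as GRCm38) with STAR 2.5.3a and counted those on exons of Ensembl genes with featureCounts 1.5.2. They deposited these counts per gene without normalization. The total was 31745026, 33435498 and 26696034 counts in BM replicates 1, 2 and 3, with a median of 31745026, and 31516798, 34296334 and 25916306 in spleen replicates 1, 2 and 3, with a median of 31516798. A floor of 3 counts corresponded to between 0.0836 and 0.120 CPM per library, with CPM scaled to the counts of the tested genes after TMM. Of the 46078 genes counted, 22794 had 0 reads in all 6 libraries and 12928 exceeded 1 CPM by the library total in at least 3 libraries, the limit the paper used, and these held between 99.79% and 99.82% of the counts. The genes that passed were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with the replicate number as a block, after the paired design in the paper. Replicates of an organ differed by more than the sampling noise, with a chi-square per degree of freedom over genes between 33.6 and 99.1, so none was a second copy of another library.
The transcripts of the proteins used to sort the cells were read first. Itgax, which codes for CD11c, was at 1001 ± 148 CPM (SD, n = 3) in BM cDC2 and 2114 ± 66.1 CPM (SD, n = 3) in splenic cDC2, a log2 fold change of -1.09 (standard error 0.081, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgam, which codes for CD11b, rose from 275 ± 7.49 CPM (SD, n = 3) in spleen to 637 ± 65.5 CPM (SD, n = 3) in BM (log2 fold change 1.21, adjusted p = 1.8e-04 from the same edgeR test). The MHC class II transcript H2-Ab1 had a log2 fold change of 0.57 (standard error 0.055), just under the 1.5-fold limit, which it passed without the low-count filter and in 4 of the fits with libraries left out, such as those without replicate 1 or replicate 3. Cd24a was low in both organs, at 21 ± 9.2 CPM (SD, n = 3) in BM and 8.34 ± 4.08 CPM (SD, n = 3) in spleen, and its log2 fold change of 1.35 was called with the replicate block but in none of the fits without it, apart from the one that left out BM replicate 3. Sirpa, a gene of cDC2, was abundant in both organs, at 2005 ± 233 CPM (SD, n = 3) in BM and 1510.4 ± 69.3 CPM (SD, n = 3) in spleen. It does not stand for the list of cDC2 genes, of which 6 of 12 were called lower in BM and 2 higher. Of 17 monocyte genes, 14 were called higher in BM and 0 lower, so these transcripts do not settle what the BM gate held. Xcr1, a gene of cDC1, was at 4.9 ± 2.01 CPM (SD, n = 3) in BM and 1.4 ± 0.902 CPM (SD, n = 3) in spleen, and the difference was not called.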

In order to make a fair comparison and exclude any differences due to the different distribution of the cDC1s and cDC2s BM and spleen, we sorted cDC2s from both organs and analyzed their transcriptome with RNA sequencing (RNAseq). 

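Pearson's correlation coefficients were computed across the 12928 tested genes on log2 CPM with a prior count of 2, between each pair of the 6 libraries. They averaged 0.968 ± 0.011 (SD over the 3 pairs of libraries) within BM cDC2, 0.948 ± 0.015 (SD over the 3 pairs) within splenic cDC2 and 0.812 ± 0.014 (SD over the 9 pairs) between the organs. The lowest coefficient within an organ, 0.937 between spleen replicates 2 and 3, lay above the highest between the organs, 0.826 between BM replicate 3 and spleen replicate 1. The mean within the organs exceeded the mean between them by 0.146 (exact permutation test of the organ labels, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Genes are not independent replicates, so the coefficients describe these libraries only. In average-linkage clustering on 1 minus the coefficient, the first division parted the 3 BM libraries from the 3 splenic ones. The gap moved most, to 1.67, when the mean of each BM and spleen pair was subtracted before the correlations, a step that by its construction makes the members of a pair mirror each other. Without the filter on low counts, genes at or near 0 in every library narrowed the gap to 0.039, with the same first division.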

Hierarchical clustering based on Pearson’s correlation coefficient revealed that BM DCs from three individual samples of pooled mice clustered together, and apart from splenic DCs (Figure 2A). 

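Among the 12928 genes tested, 3518 passed an adjusted p of 0.05 and a fold change of 1.5 between BM cDC2 and splenic cDC2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1947 were higher and 1571 lower in BM. When the limit of 1.5-fold was tested as the null hypothesis instead of applied to the estimate, 2187 genes passed, the setting that moved the count most as a ratio. With limma-trend at a prior count of 0.5 and the same paired design, 3697 genes passed, 2052 of them higher and 1645 lower in BM, and 3513 of the 3518 were among them in the same direction.
The genes with the largest changes among those called, with an average log2 CPM of at least 5 and the same direction in every pair, were Chil3, Camp, S100a8, F13a1 and Ctsk on the higher side and Ryr3, Slc8a2, Dtx1, Scn3a and Esam on the lower side. Chil3 (chromosome 3, GRCm38, 106147554 to 106167564), which codes for a chitinase-like protein, was at 79 ± 36.5 CPM (SD, n = 3) in BM and had 0 reads in all 3 splenic libraries, so it was at least 2597-fold higher in BM against a floor of 3 counts over the 3 libraries. Camp, with 0 splenic reads as well, was at 65.4 ± 42 CPM (SD, n = 3) in BM and at least 2169-fold higher against that floor. S100a8 had 19547 counts over the BM libraries and 1 over the splenic ones, a ratio of 21096 with a 95% exact interval on the counts from 3786 to 833279. Camp and S100a8 code for granule and cytoplasmic proteins of neutrophils, and their levels differed between the BM libraries, with S100a8 at 183, 349.7 and 104 CPM in BM replicates 1, 2 and 3. F13a1 had a log2 fold change of 11.49 (standard error 0.455) and Ctsk one of 10.56 (standard error 0.355), each with reads in 1 splenic library only, so the fitted values depend on edgeR's prior count. Ryr3 (chromosome 2, 112631355 to 113217096) fell from 185 ± 12.2 CPM (SD, n = 3) in spleen to 0.169 ± 0.0151 CPM (SD, n = 3) in BM, a log2 fold change of -10.05 (standard error 0.148, adjusted p = 4.8e-06 from the same edgeR test). Slc8a2 and Scn3a, with 0 reads in 2 and 1 of the BM libraries, had log2 fold changes of -10.03 and -8.89. Dtx1, which codes for a ligase in Notch signalling, was at 573 ± 47.7 CPM (SD, n = 3) in spleen and 1.12 ± 1.04 CPM (SD, n = 3) in BM (log2 fold change -9.15). Esam, which codes for an adhesion protein, was at 91.6 ± 10.2 CPM (SD, n = 3) in spleen and 0.585 ± 0.473 CPM (SD, n = 3) in BM (log2 fold change -7.40).

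**Figure D1:**
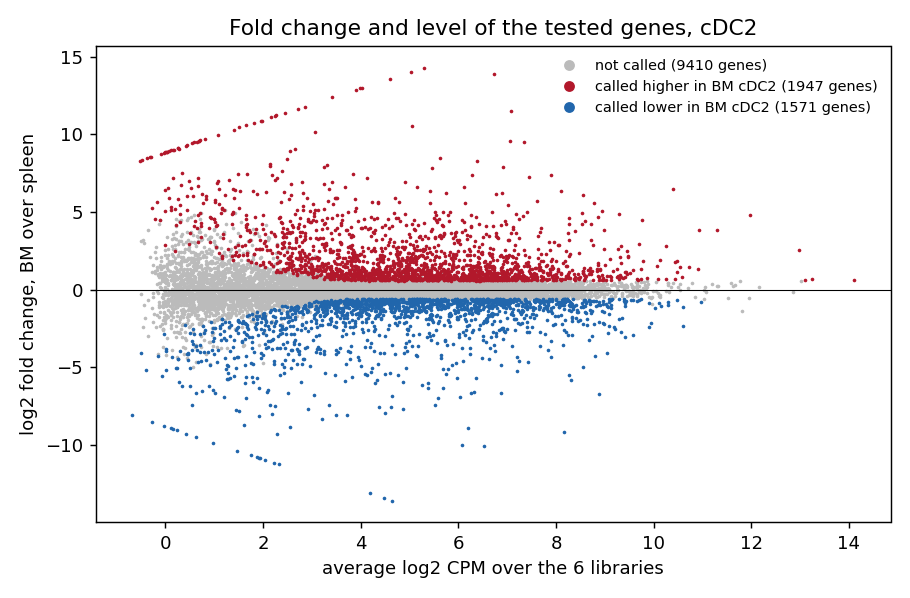
Log2 fold change (BM over splenic cDC2, vertical axis) against the average log2 CPM over the 6 libraries (horizontal axis) for the 12928 tested genes, 1 point per gene, with 1947 genes called higher in red, 1571 called lower in blue and 9410 not called in grey. The straight rows of points at the upper and lower left are genes with 0 reads in all libraries of an organ, whose fitted fold change is set by the prior count.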

In total, 3697 genes were differentially expressed more than 1.5-fold in BM DCs compared to splenic DCs (Figure 2B and Table S1). 

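The Gene Ontology annotation was not used here, and 11 classes of genes defined by their symbols were examined in its place. Over all tested genes 27.2% were called, which is the background for the two-sided Fisher's exact tests below, adjusted by Benjamini-Hochberg over the 11 classes. Of these, 9 had an adjusted p under 0.05, the same 9 as with the calls of limma-trend. The tests count genes as independent replicates, which they are not, so their p-values can overstate the evidence and describe these libraries only. Among chemokines, 13 of 15 tested genes were called, 12 of them higher in BM (odds ratio 17.4, adjusted p = 1.4e-05 from Fisher's exact test). The most abundant were Ccl9, at 716 ± 96.4 CPM (SD, n = 3) in BM and 24.5 ± 8.88 CPM (SD, n = 3) in spleen, and Ccl6, with a log2 fold change of 4.61. Ccl5 was the one called lower, by -1.15, and lost its call without the replicate block, without replicate 1, without replicate 2 and with 1.5-fold as the null hypothesis. Chemokine receptors were called in 12 of 15 genes, 7 higher and 5 lower (odds ratio 10.7), with Ccr2 at 2674 ± 477 CPM (SD, n = 3) in BM and 30.8 ± 11.4 CPM (SD, n = 3) in spleen. Cx3cr1 had a log2 fold change of 4.69. Interleukins and their receptors were called in 21 of 37 genes, 14 higher and 7 lower (odds ratio 3.53), among them Il6ra at 0.62 and Il6st at -0.90 on the log2 scale, while Il10ra was not called. Il6ra lost its call with library size as the only scaling, with 1.5-fold as the null hypothesis, and without the block when BM replicate 2 or spleen replicate 3 was left out. In the class of T cell co-stimulation and inhibition, 11 of 15 genes were called (adjusted p = 4.8e-04 from Fisher's exact test), 8 of them lower in BM, including Icosl at -1.91, Havcr2 at -1.28 and Icam1 at -0.77 on the log2 scale. Interferon-induced genes were called in 26 of 39, 20 higher and 6 lower, and these genes were also higher in replicate 3 than in the other replicates of both organs. Oasl2, which was at 132, 184 and 575 CPM in BM replicates 1, 2 and 3 and 56.7, 56.6 and 415 CPM in the splenic ones, lost its call without the replicate block, unless spleen replicate 3 was left out as well, and with 1.5-fold as the null hypothesis. The TNF superfamily with its receptors (13 of 25 called), MHC class II (9 of 11) and NOD-like receptors (8 of 13) were also called more often than the background. Ribosomal proteins were called less often, in 8 of 77 genes (odds ratio 0.309, adjusted p = 7.0e-04 from Fisher's exact test). Toll-like receptors (5 of 12) and interferon regulatory factors (4 of 11) did not differ from the background.
A direction for a class as a whole was tested with limma's fry on log2 CPM. With the replicate block 8 of the 11 classes had an adjusted p under 0.05, and without it 8 as well, of which 7 were shared. The test chosen moved this count most, since camera passed 1 class, the chemokines, with its preset correlation of 0.01 and 0 of the 11 with the correlation estimated from the data, where 1 had an unadjusted p under 0.05.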

Gene ontology analysis revealed that many of the differentially expressed genes between BM DCs and splenic DCs were associated with inflammatory processes such as T cell activation, production of and response to cytokines, and defense- and inflammatory responses. (Figure 2C and Figure S3). Particularly, many receptors of the C-type lectin/C-type lectin-like domain (CTL/CTLD) superfamily were expressed higher in BM DCs than in splenic DCs (Figure 2D), which includes many pathogen-recognition receptors for bacterial and fungal cell surfaces [24,25]. 

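A list of 114 genes of the CTL/CTLD superfamily was written from general knowledge of the family, after part of Table S1 had been read, and it includes the genes labelled in Figure 2D. Of these genes 57 were tested, and 30 were called higher and 7 lower in BM cDC2, of which 25 and 4 are genes of the figure. Of the 28 tested members outside the figure, 8 were called, 5 higher and 3 lower, which is 28.6% against 27.2% of all tested genes. With the p-values adjusted over the list alone, 31 were called higher and 7 lower. The median log2 fold change over the 57 genes was 1.85, and the direction of the list was upward by limma's fry (p = 5.2e-05) and by camera with the preset correlation (p = 3.7e-06) and with the estimated one (p = 0.0287), each with the genes of the figure included, so these p-values are not independent of the authors' selection. The counts moved most when genes had to exceed 1 CPM in all 6 libraries, where 41 genes of the list could be tested and 22 were higher and 8 lower. Outside Figure 2D Thbd had the largest change, from 0.806 ± 0.388 CPM (SD, n = 3) in spleen to 25.7 ± 3.56 CPM (SD, n = 3) in BM, a log2 fold change of 5.01 (standard error 0.35, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Asgr2, Cd302 and Fcer2a were also higher, with log2 fold changes of 3.74, 2.46 and 1.70. The calls of Asgr2 and Fcer2a were lost without replicate 1 and without replicate 2, and that of Fcer2a without the block when BM replicate 1 or 2 or spleen replicate 2 was left out. Klrd1, Ly75 and Mrc2 were lower in BM, with log2 fold changes of -1.08, -2.18 and -2.74. These genes were named after their values had been seen. The family has near-identical members side by side in the genome, and the study does not state how reads that align to more than one place were counted, so values within the Clec4a, Cd209, Klra and Klri groups and for Mgl2 and Clec10a are uncertain where reads could be split between them.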

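Figure 2D labels 29 genes, which the authors picked from these same libraries, so the tally that follows is no independent evidence. All 29 were tested, and 25 were called higher and 4 lower in BM cDC2, the same numbers with the adjustment over the list alone. The median log2 fold change was 3.88 over the 25 and -3.01 over the 4, and each gene moved the same way in all 3 pairs of libraries. In 24 of the 25 higher genes every BM library lay above every splenic one, where a full separation of 3 libraries from 3, in either direction, has a chance of 10%. The exception was Cd209b, at 25.8, 31.5 and 10.8 CPM in the BM libraries and 12, 5.38 and 2.9 CPM in the splenic ones, whose call was lost in the fit without the block when BM replicate 1 or 2 or spleen replicate 2 or 3 was left out. The tally moved most when genes had to exceed 1 CPM in all 6 libraries, where 23 of the 29 could be tested and 19 were higher and 4 lower. Without the block and spleen replicate 2 it fell to 23 higher genes, as Klra17 and Cd209b were no longer called, and without replicate 2 in both organs Cspg4 was lost.
The most abundant of the 25 in BM was Cd209a, at 1169.8 ± 465 CPM (SD, n = 3) against 259 ± 70.1 CPM (SD, n = 3) in spleen (log2 fold change 2.12, standard error 0.111). Mrc1, which codes for the mannose receptor, was at 786 ± 288 CPM (SD, n = 3) in BM and between 11.4 and 101 CPM in the splenic libraries, a spread that gave its log2 fold change of 4.24 a standard error of 0.655. Clec12a had a log2 fold change of 4.22 (standard error 0.089, adjusted p = 5.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd93 rose from 2.91 ± 0.788 CPM (SD, n = 3) to 475 ± 87.3 CPM (SD, n = 3), Clec10a from 6.31 ± 1.67 CPM (SD, n = 3) to 539 ± 238 CPM (SD, n = 3), and Clec4a3 from 45.2 ± 12.7 CPM (SD, n = 3) to 565 ± 175 CPM (SD, n = 3). Clec4e, Olr1 and Cspg4 had 0 reads in all splenic libraries and were at least 307-fold, 100.0-fold and 61.5-fold higher in BM against 3 counts over the 3 libraries. Clec4d had 800 counts over the BM libraries and 3 over the splenic ones, a ratio of 288 with a 95% exact interval on the counts from 98.1 to 1398. Clec9a, also a gene of cDC1, had a log2 fold change of 2.72, and 184 bases of its exons are shared with Clec1b on the same strand, as 599 of the exon bases of Klrb1b are with another gene. The 4 lower genes were Clec4a4, from 113 ± 5.44 CPM (SD, n = 3) in spleen to 4.27 ± 2.48 CPM (SD, n = 3) in BM, and Klrb1f, Klri1 and Klri2, with log2 fold changes of -3.23, -2.79 and -2.20. Of the 25 higher genes, 11 ranked the BM libraries as S100a8 did, with replicate 2 highest and replicate 3 lowest, where 4.17 would be expected by chance.

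**Figure D2:**
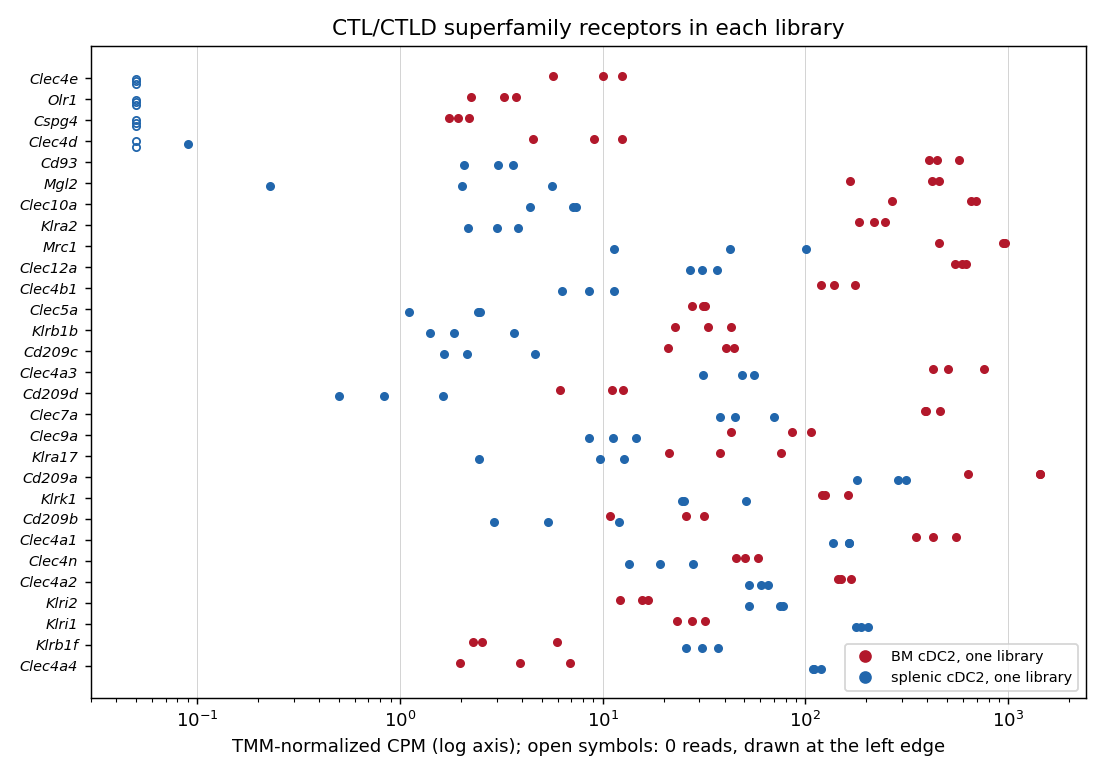
TMM-normalized CPM on a log axis of the 29 genes of Figure 2D, 1 row per gene in the order of the fold change, with 1 filled point per BM library (red) and per splenic library (blue), and open symbols at the left edge for libraries with 0 reads. In 24 of the 25 genes called higher all red points lie to the right of the blue ones, and in the 4 at the bottom to the left.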

Of the 29 CTL/CTLD superfamily receptors that were differentially expressed between BM DCs and splenic DCs, 25 had significantly higher expression levels in BM DCs (Figure 2D). Thus, BM DCs have an altered inflammatory transcriptional profile as compared to splenic DCs, with particularly high expression of many CTL/CTLD superfamily receptors, possibly suggesting a distinct role for BM DCs in the immune response against bacteria and/or fungi. 

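Summed over the 29 genes labelled in Figure 2D, these receptors made up 6355 ± 1017 CPM (SD, n = 3) in BM and 1167 ± 62 CPM (SD, n = 3) in spleen, a ratio of 5.45 between the means, and the lowest BM library was 4.24 times the highest splenic one. They lie on 5 chromosomes of GRCm38, with 20 of them on chromosome 6 and 19 of those between 122921848 and 131247362. From the gene ontology terms for cytokine production, T cell activation and defense and inflammatory responses, and from the many CTL/CTLD receptors that were higher in BM, the paper concludes that BM DCs have an altered inflammatory transcriptional profile. The paper describes that superfamily as including receptors for bacterial and fungal surfaces. It then proposes that BM DCs might have a role of their own in immunity to bacteria, fungi or both.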

### 3.4. BM DCs Express High Levels of Dectin-1, Which Mediate Uptake of Fungal Antigens

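Clec7a is listed in the count table under ENSMUSG00000079293, and its symbol also under a second identifier that had 0 reads in all 6 libraries. In GENCODE M21 the gene lies on the minus strand of chromosome 6 of GRCm38 from 129461591 to 129472779, a span of 11189 bp with 4 annotated transcripts. That annotation gives the gene the type polymorphic pseudogene, used for a gene that is coding in some strains and not in others, while 2 of its transcripts are annotated as protein-coding. The longest transcript has 2277 nt in 6 exons, of which exon 6, from 129461591 to 129463167, is the longest at 1577 nt. No other gene of that annotation overlaps it on either strand. The nearest genes were Clec1a, 9590 bp below its start, and Olr1, 12464 bp above its end. Within 200000 bp on either side 11 genes were tested, counting Clec7a, of which 6 were called higher and 1 lower in BM cDC2.

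**Figure D3:**
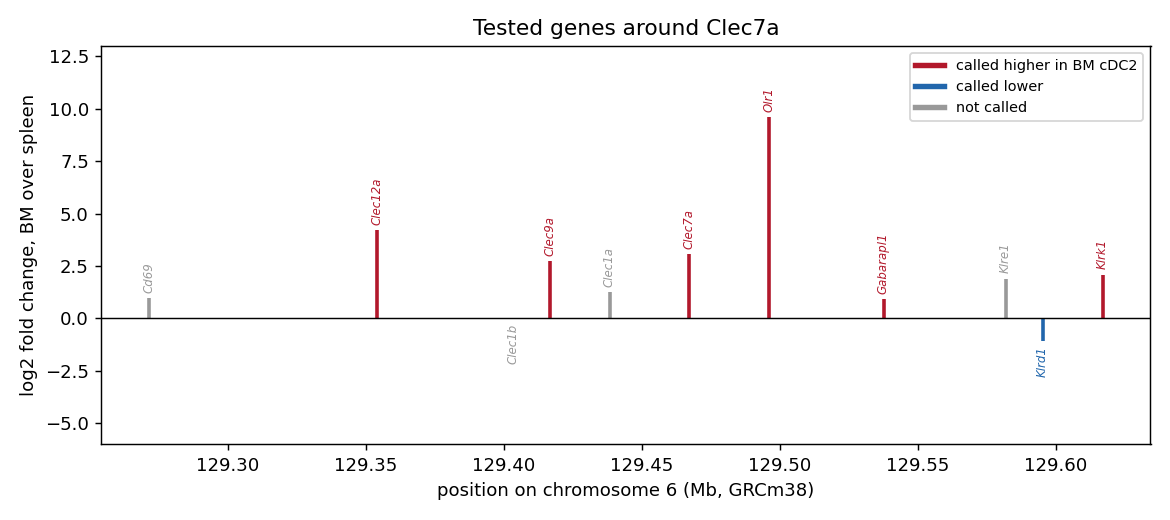
Log2 fold change (BM over splenic cDC2, vertical axis) of the 11 tested genes within 200000 bp of Clec7a, each drawn at its midpoint on chromosome 6 of GRCm38 (Mb, horizontal axis), in red where called higher, blue where called lower and grey where not called. The 6 genes called higher are Clec12a, Clec9a, Clec7a, Olr1, Gabarapl1 and Klrk1, the height of Olr1 is a fitted value against 0 splenic reads, and Klrd1 is the 1 called lower.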

One well known C-type lectin is CLEC7A, or DC-associated C-type lectin (Dectin-1), which recognizes β-glucan, a polysaccharide found on bacterial and fungal cell walls, and is a pivotal pathogen-recognition-receptor (PRR) in murine antifungal immunity [26]. 

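Reads on Clec7a numbered 14369, 12599 and 9722 in BM replicates 1, 2 and 3 and 2318, 1356 and 1182 in spleen replicates 1, 2 and 3. After TMM normalization this was 414 ± 41.5 CPM (SD, n = 3) in BM cDC2 and 50.9 ± 16.8 CPM (SD, n = 3) in splenic cDC2, and every BM library lay above every splenic one (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was 3.07, a fold change of 8.38 (standard error 0.137 on the log2 scale, adjusted p = 3.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes within the 3 pairs were 2.73, 3.37 and 3.11. Over 20 other settings of the test, the normalization, the filter and the libraries used, the log2 fold change stayed between 2.85 and 3.32, both ends reached by leaving out libraries, and the gene was called in every one, with adjusted p-values between 3.2e-112 and 5.1e-04. Among the 29 genes labelled in Figure 2D, Clec7a ranked 8 by its mean CPM in BM.

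**Figure D4:**
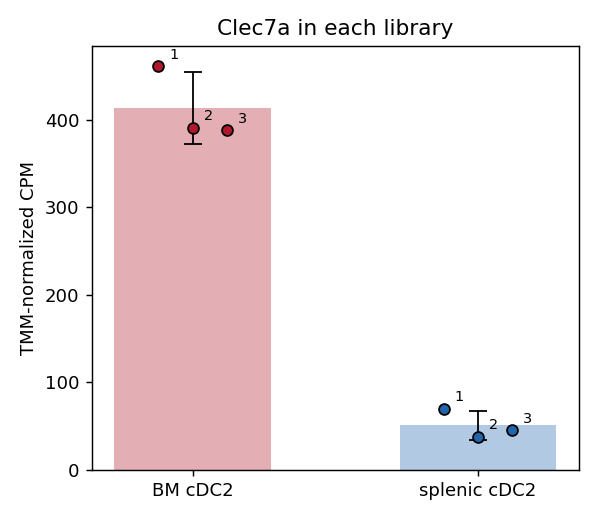
TMM-normalized CPM of Clec7a, with bars for the mean and error bars for the SD of 3 libraries per organ, and 1 point per library marked with its replicate number. The BM libraries lie between 388 and 462 CPM and the splenic ones between 37.8 and 69.8 CPM.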

The *Clec7α* gene was significantly expressed > 8 fold (log_2_ fold change = 3.068) higher in BM DCs compared to splenic DCs as determined by RNAseq (Figure 2D). We subsequently investigated protein expression of Dectin-1 by DCs with flow cytometry, and found that Dectin-1 was highly expressed by BM cDC2s, whereas their splenic counterparts expressed relatively low levels of Dectin-1 (Figure 3A,B), as reported previously [27]. The cDC1 in both BM and spleen had negligible Dectin-1 expression (Figure 3A,B).

To investigate whether the high expression of Dectin-1 by BM DCs made them particularly capable of taking up fungal antigen, CD11c-enriched cells from BM and spleen were co-cultured for 2 h with FITC-labelled zymosan, a glycan derived from the cell wall of *Saccharomyces cerevisiae*, and uptake of zymosan by DCs was determined by flow cytometry [28] (Figure 3C); Imagestream analysis showed that the zymosan was inside the cells, indicating that both BM DC and splenic DC can phagocytose the zymosan (Figure S4). We discovered that uptake of zymosan by BM DCs was dose-dependent and significantly higher than uptake of zymosan by splenic DCs (Figure 3D), culminating in ~35% zymosan^+^ BM DCs compared to ~7% zymosan^+^ splenic DCs. The vast majority of zymosan uptake by BM DCs was mediated through Dectin-1, as zymosan^+^ BM DCs were reduced to ~5% when the co-culture was performed in the presence of a Dectin-1 blocking antibody (Figure 3E). Thus, BM DCs express high, functional protein levels of the c-type lectin receptor Dectin-1. To determine whether Dectin-1 on BM DCs also mediates uptake of live fungi, we co-cultured CD11c-enriched cells from BM and spleen overnight with live, FITC-labeled *Aspergillus conidia* in the presence or absence of a Dectin-1 blocking antibody. We found that *Aspergillus* was taken up by ~25% of BM DCs and ~10% of splenic DCs, and uptake was reduced to ~5% in DCs in both organs when Dectin-1 was blocked (Figure 3F). Together, these data indicate that, in vitro, murine BM DCs are particularly capable of taking up both inactive fungal antigens and live fungi through Dectin-1.

### 3.5. DCs in Human BM Also Take Up Zymosan, Which Is CR3-Mediated

To correlate our findings to the human situation, we examined whether human BM also harbors resident DCs that can take up fungal antigens. We could identify a substantial population of myeloid dendritic cells in human BM aspirates (Figure 4A). These human BM DCs did not express detectable levels of either Dectin-1 or Dectin-2, but instead expressed the β2 integrin CD11b/CD18 or CR3 (Figure 4B), which is the most important receptor for the recognition of β-glucan in humans [17]. Co-culture of CD11c-enriched mononuclear cells from human BM aspirates with zymosan revealed that human BM DCs were particularly capable of taking up zymosan in a CR-3 dependent manner (Figure 4C–E). Thus, both murine and human BM DCs are capable of taking up fungal antigens through β-glucan-specific receptors.

### 3.6. Zymosan Is Taken Up by BM DCs after In Vivo Administration and Boosts the Number of Neutrophil Progenitors in BM

We next injected mice intravenously with FITC-labeled zymosan and analyzed DC from spleen and BM 16 h after injection. Similar to the results of our in vitro experiments, zymosan uptake in vivo by BM DCs was significantly higher than zymosan uptake by splenic DCs (Figure 5A–C). However, uptake of zymosan in vivo was much lower than what we observed in vitro, possibly because of low bioavailability of zymosan in the BM. We found that, in total, 0.22–0.28 % of nucleated cells in the BM had taken up zymosan (Figure S4A,B). In addition, we could identify a population of free, non-phagocytosed zymosan that constituted 0.24–0.39% of total events, indicating that one third to half of all the zymosan molecules that reached the BM were taken up by BM cells (Figure S5C,D). Of all the BM cells that had phagocytosed zymosan, ~10% were neutrophils and ~7% were DCs (Figure S5A,B). Thus, BM DCs are capable of taking up zymosan in vivo and in vitro.

Neutrophils are the most important immune cells in the defense against fungal infection, and many studies have reported neutrophilia and emergency granulopoiesis upon exposure to fungal antigens [29,30,31]. Accordingly, we found that in vivo administration of zymosan induced expansion of granulocyte-precursors in the BM. We could discern 5 distinct subpopulations of granulocyte precursor-cells based on a previously reported gating strategy, specifically myeloblasts, promyelocytes, myelocytes, metamyelocytes, and band- and segmented cells (Figure 5D) [29]. Sixteen hours after intravenous administration of zymosan, we observed an increase in early granulocyte precursors (myeloblasts, myelocytes, and metamyelocytes) in the BM, whereas the levels of more mature band cells and segmented cells were slightly decreased (Figure 5E). Interestingly, we found no signs of extramedullary hematopoiesis in the spleen (data not shown), but could also not observe an increase in the number of mature neutrophils in the spleen on either day 1 or day 3 (Figure S5E). These data suggest that intravenous administration of zymosan modestly enhances granulopoiesis in the bone marrow, but that this is not sufficient to have a strong impact on the number of circulating neutrophils.

### 3.7. BM DCs Promote Neutrophil Formation in a G-CSF Dependent Manner upon Exposure to Zymosan

To investigate whether and how zymosan-stimulated BM-resident DCs can contribute to neutrophil formation, we co- cultured sorted BM DCs overnight with zymosan, and harvested the supernatant (Figure 6A). This supernatant was subsequently added to a long-term in vitro culture of sorted Lineage^−^c-kit^+^sca-1^+^ (LSK) cells in the presence of hematopoietic supporting cytokines SCF, TPO and FLT3L. After 11 days of culture, the total number of cells that could be retrieved was significantly higher when LSK were cultured with supernatant from zymosan-stimulated BM, as compared to LSK cells that were cultured with supernatant from BM DCs only (Figure 6B). Importantly, this enhanced expansion was not due to residual fungal antigen in the supernatant, as supernatant from zymosan only did not enhance hematopoiesis (Figure 6B). Supernatant from zymosan-stimulated BM DCs also increased the percentage of Gr-1^+^CD11b^+^ neutrophil-type cells in the culture from 10% to 40% (Figure 6C). These cells had high expression of GR-1, and lacked expression of F4/80, indicating that they were indeed neutrophilic granulocytes, rather than monocytes, macrophages or eosinophils (data not shown). The increase of neutrophil-type cells was not accompanied by LSK cell exhaustion, as LSK cells still constituted 4–6% of the total cell culture after 11 days irrespective of the culture condition (Figure 6D). Thus, it can be concluded that zymosan-stimulated BM DCs produce soluble factors that skew the hematopoietic process towards neutrophil formation without inducing LSK cell exhaustion.

Finally, we set out to determine the identity of the molecule(s) produced by zymosan-stimulated BM DCs that induced increased granulopoiesis by LSK cells. The obvious candidate was granulocyte-colony-stimulating-factor (G-CSF), which is pivotal for homeostatic and emergency granulopoiesis [32]. We therefore added a G-CSF blocking antibody to LSK cultures with supernatant from BM DCs cultured with and without zymosan. Blocking G-CSF function reversed the increase in total hematopoietic output of LSK cultures with supernatant from zymosan-stimulated BM DCs (Figure S6C). This translated into a significant reduction of the percentage of neutrophil-type cells in the culture (Figure S6D), whereas the percentage of LSK cells remained the same (Figure S6E). As expected, we observed no significant effect of the G-CSF blocking antibody in LSK cultures with supernatant of BM DCs cultured without zymosan (Figure S6C–E). Thus, BM DCs that are exposed to fungal antigens can skew the hematopoietic process towards increased neutrophil formation in a G-CSF dependent manner. The levels of G-CSF that are produced by zymosan-stimulated BM DCs and that are needed to increase neutrophil output are most likely very low, as we could not detect G-CSF in the supernatant of overnight BM DC co-cultures with zymosan (ELISA with detection limit 4 pg/mL; data not shown). Together, our data reveal an as yet unappreciated role for BM DCs as translators between fungal infection and the hematopoietic process.

## 4. Discussion

Our findings that the BM contains a unique population of resident DCs are in agreement with recent data by the Link lab, who also showed that most DCs in BM are perivascularly located (~50% of the cells are located <10 μm from the nearest sinusoid) and largely have a mature cDC2 phenotype [33]. They also demonstrated that depletion of DCs induces the mobilization of HSPCs from the BM by acting on the integrity of and chemokine expression by the vascular niches [33]. These findings also suggest a crosstalk between DCs and HSPCs, which is further supported by the fact that treatment of mice with the TLR7/8 agonist R848 directly affects the behavior and function of HSPCs and induces an expansion of the number of BM-resident DCs [34]. Our findings in this study take this crosstalk between HSPCs and DCs one step further, as we show that BM-resident DCs are particularly capable of taking up fungal antigens and subsequently skew hematopoiesis towards increased production of neutrophils in a G-CSF dependent manner. We initially hypothesized that BM DCs might not respond strongly to inflammation or infection, in order to minimize immune activation in the BM. However, we found that BM DCs in fact respond effectively to systemic inflammatory agents and that they have an inflammatory transcriptional profile, with particularly high expression of c-type lectin receptors. We discovered that BM DCs were efficient in taking up zymosan molecules through Dectin-1 in mice and CR3 in humans; although human BM DCs use CR3 rather than Decin-1, it could be that CR3 is also involved in murine BM DCs, as this is highly expressed on these cells. In fact, Dectin-1 has been shown to activate CR3 on murine neutrophils [35], but we did not examine the role of CR3 on murine BM DCs. We did find that supernatant of zymosan-stimulated BM DCs enhanced neutrophil formation in LSK cultures in a G-CSF dependent manner. It remains to be investigated how these findings translate to the in vivo situation; we found that a single intravenous injection of zymosan is sufficient to enhance granulopoiesis in the BM, but this did not increase the number of circulating neutrophils in the spleen. We have not tested whether zymosan injection can increase the number of circulating neutrophils in peripheral blood, but based on the spleen data it could be anticipated that a single injection of zymosan is not sufficient for this to occur. It would though be interesting to examine whether repeated injections with zymosan (or *Aspergillus conidia*) can induce this and elicit the development of emergency neutropoiesis. So, although our findings may be a first indication that resident BM DCs can act as translators between infection and the hematopoietic process, this hypothesis is highly speculative, as it still remains to be shown whether BM DCs are required and/or sufficient to boost neutrophil formation, in particular during a real fungal infection.

While it is undisputed that G-CSF is required for normal homeostatic and emergency granulopoiesis [32], the physiological source of G-CSF in the BM remains uncertain. Many cell types, including stromal cells, endothelial cells, and macrophages, have the ability to express G-CSF, but their production of the G-CSF protein is highly regulated and not constitutive [36]. As we found that BM DCs can skew hematopoiesis towards production of neutrophils upon exposure of zymosan, we postulate that BM DCs can mediate G-CSF driven feedback to the hematopoietic system to increase neutrophil production when the situation demands it. Boettcher et al. showed that BM endothelial cells produce high levels G-CSF upon TLR4 triggering by LPS or *E. coli*, which induced HSPC skewing and accelerated granulopoiesis [37]. DCs may be one of the cellular sources of G-CSF in the BM that can enhance neutrophil formation upon infection, and the source may vary depending on the type of pathogen. Alternatively, BM DC may indirectly induce G-CSF signaling in hematopoietic progenitors. In this scenario, zymosan-stimulated BM DC produce other cytokines or soluble factors that subsequently induce the production of autocrine-signaling G-CSF by hematopoietic progenitor cells. This is compatible with the results from our in vitro LSK cultures and would explain why we could not detect G-CSF in the supernatant of zymosan-stimulated DC cultures. Alternative explanations could be that low levels of G-CSF (below the detection limit of the ELISA) have an effect, in particular if this is in synergy with other secreted growth factors, or that the secreted G-CSF is bound by a receptor, which blocks detection by the ELISA, while maintaining its functional effect on the progenitor cells. A final possibility is that GM-CSF, rather than G-CSF, is induced by zymosan, and that the anti-G-CSF antibody is cross-reactive to GM-CSF, thus causing the observed effect. Clearly, this remains speculative and more conclusive experiments are necessary to investigate the molecular mechanism by which BM DCs enhance neutrophil formation.

Stark et al. have previously reported an IL-23 dependent role for DCs in normal homeostasis of neutrophils [38]. They found that BM-derived DCs produce high levels of IL-23 when they take up apoptotic neutrophils, and thereby induce the production of IL-17 by T cells, which is key in the maintenance of normal neutrophil homeostasis. The authors suggested that the increase in IL-17 induced G-CSF production by other, undetermined cells, which would increase granulopoiesis to balance neutrophil loss through apoptosis. Jiao et al. also reported a role for DCs in neutrophil homeostasis, as they found that systemic depletion of dendritic cells in CD11c-DTR mice results in increased levels of peripheral neutrophils [39]. They concluded that loss of DCs results in increased BM mobilization and peripheral recruitment of neutrophils, as they found that the BM of DC-depleted mice contained only few neutrophils. While these studies focused on different aspects of DC-neutrophil interaction, they do support the notion that DCs play an as of yet underappreciated role in the regulation of neutrophil homeostasis.

The results of our study may also be of importance for the concept of “trained immunity”. While the innate immune system has classically been viewed as a non-specific first line of defense that lacks the ability to form immunological memory, it is now more and more accepted that innate immune cells can mount resistance to reinfection through genomic imprinting and reprogramming [40]. Recent studies have shown that, in addition to functional changes of mature innate cells in the periphery, the formation of innate memory can be inflicted through modulation of HSPC differentiation [41,42]. Mitroulis et al. showed that administration of β-glucan induces increased myelopoiesis, which results in a beneficial response to secondary systemic inflammation [42]. However, although HSCs express a variety of PRRs through which they can sense infectious agents [43], they do not express Dectin-1 [44]. The effect of β-glucan on hematopoiesis is therefore likely to be indirect, and indeed Mitroulis et al. found it to be associated with IL-1β and GM-CSF (granulocyte-macrophage colony-stimulating factor) signaling. Although they also observed increased G-CSF levels in the BM of mice that were exposed to β-glucan, they did not investigate whether G-CSF was involved in the durable modulation of HSPC differentiation [42]. Yet, it is conceivable that G-CSF produced or induced by BM DCs upon fungal infection inflicts a lasting increase in HSPC differentiation towards the myeloid and the granulocyte lineage, thereby creating a cellular environment that it resilient to fungal reinfection. It would therefore be interesting for future studies to investigate the effect of fungal antigen-loaded BM DCs on the epigenetic profile of HSPC, and to determine whether these HSPC continue to produce increased numbers of neutrophils for longer periods of time.

Finally, our findings are relevant in the context of clinical hematopoietic stem cell transplantation (HSCT). Opportunistic fungal infections are a common complication after HSCT, especially during the early neutropenic phase and severe graft-versus-host disease, and are a major cause of morbidity and mortality [45]. These opportunistic infections are largely caused by the lack of sufficient peripheral neutrophils, and the results of our study imply that slow DC recovery after HSCT [46] might be part of the problem. While G-CSF is commonly used after autologous HSCT and occasionally after allogeneic HSCT to minimize prolonged neutropenia and its associated morbidity and mortality [47,48,49], administration of G-CSF is not without risk [49,50]. It would therefore be interesting to investigate whether expansion of the DC compartment through FLT3L administration after HSCT [51] can restore successful regulation of emergency granulopoiesis in neutropenic patients.

## 5. Conclusions

We have shown that resident BM DCs function not only as initiators of adaptive immune responses, but also as translators of infectious and inflammatory signals to skew hematopoiesis. These data contribute to our understanding of the concept of trained immunity and provide a new angle for the increased susceptibility for fungal infections under conditions of BM damage. We have only begun to unravel the relationship between BM DCs and the hematopoietic process, and we have hereby opened up a new avenue of research for future studies that will be of biological and clinical importance.

## Figures and Tables

**Figure 1:**
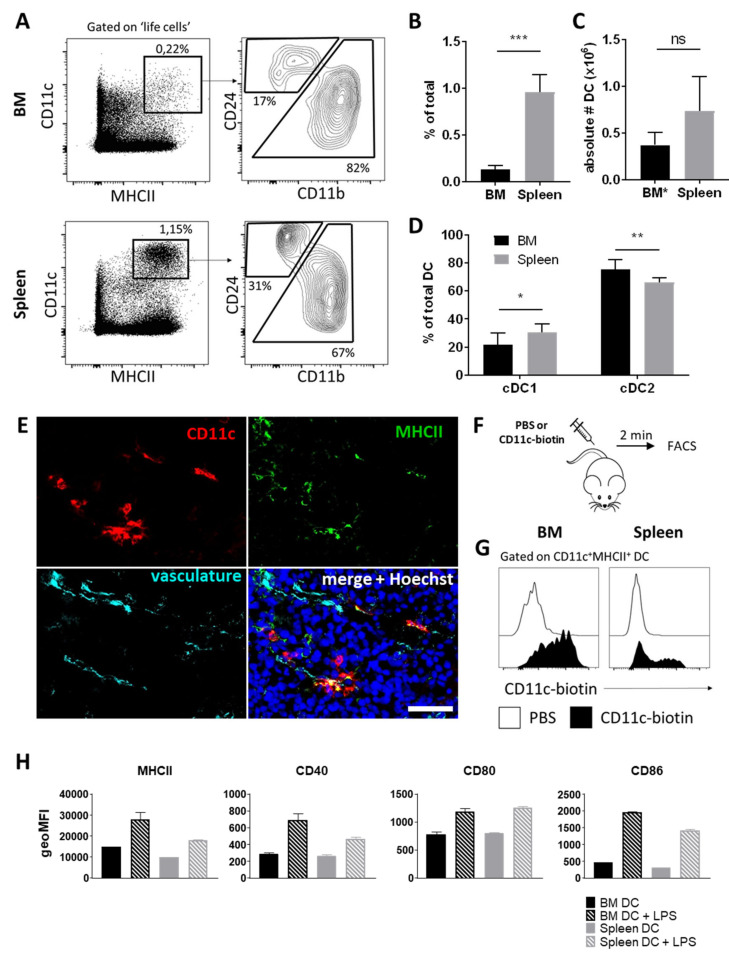
BM harbors a substantial population of DCs with an inflammatory profile. (**A**) Representative FACS plots of DCs and DC subsets in BM and spleen. (**B**,**D**) Percentages and (**C**) total numbers of DCs and DC subsets in BM and spleen. (Mean ± SD, *n* = 5–7, paired *t*-tests). *Total number of DCs in all BM containing bones were calculated per mouse by multiplying total number of BM DC derived from 2 femurs and 2 tibiae with the factor 3. (**E**) Cryosections of murine femurs stained for CD11c (red), MHCII (green), VE-cadherin and CD31 (cyan) and counterstained with Hoechst to visualize nuclei (blue). Original magnification = 630x. Scale bar = 50 µm. Representative image of 3 mice. (**F**) Experimental set-up for (**G**) in vivo binding of intravenously injected biotinylated CD11c to BM and splenic DCs within a 2-min time period. FACS plots are representative of 3 mice. (**H**) Quantification of geoMFI for expression of MHCII, CD40, CD80, and CD86 by DC from BM and spleen, in steady state, and 6 h after intravenous administration of LPS. (Mean ± SD, *n* = 2). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
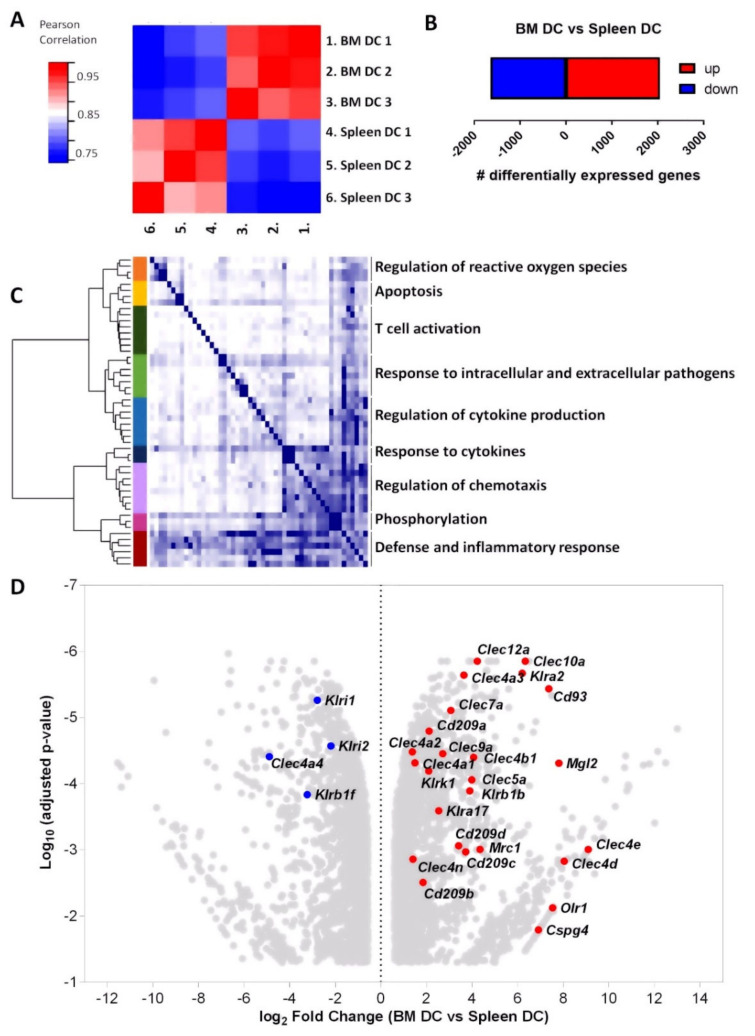
mRNA profiling reveals high expression of c-type lectin family receptors by BM DCs. RNAseq analysis was performed on cDC2 derived from BM and spleen. (**A**) Hierarchical clustering of the samples based on Pearson’s correlation coefficient. (**B**) Bar plot showing a total of 3697 differentially expressed (DE) genes being significantly up- (red, 2052) or downregulated (blue, 1645) in BM cDC2 as compared to splenic cDC2. (**C**) Hierarchical clustering of gene ontology (GO)-terms enriched in the DE expressed genes. In total 51 GO-terms were found enriched, which we clustered into 8 groups by comparison of their overlap index. Results are shown as a heatmap of the overlap indices, with the clustering and a color representation of each group on the left and a short description of the group on the right. The full heatmap is shown in Supplementary Figure S2. (**D**) Volcano plot of significantly up- and downregulated genes. Colored dots indicate genes encoding CTL/CTLD superfamily receptors being significantly up- (red) and downregulated (blue) in BM cDC2 as compared to splenic cDC2.

**Figure 3:**
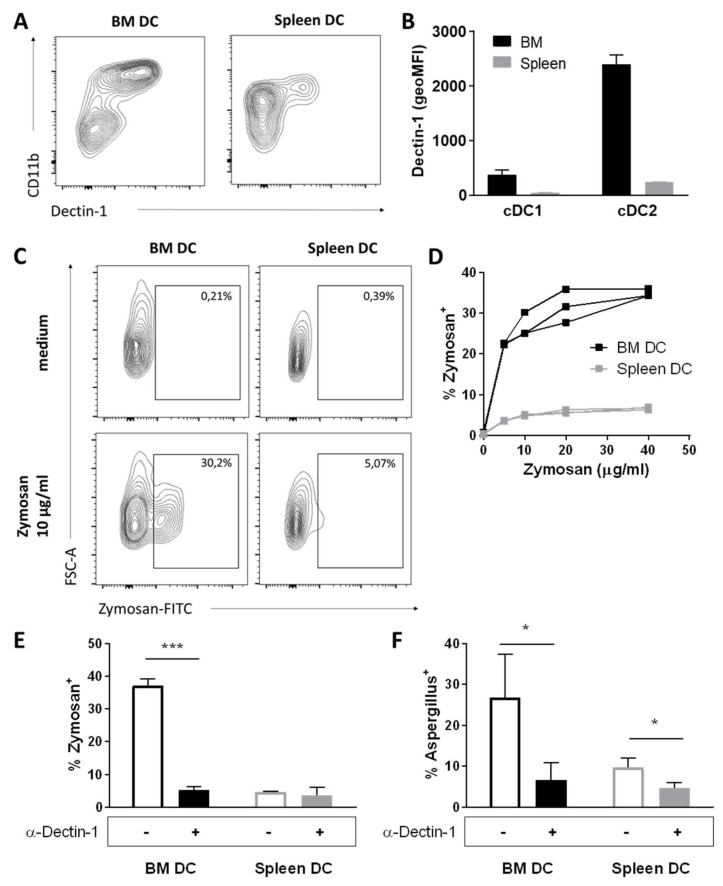
BM DCs express high, functional protein levels of the c-type lectin receptor Dectin-1. (**A**) Representative FACS plots and (**B**) quantification of geoMFI for expression of Dectin-1 by subsets in BM and spleen, as determined by flow cytometry (Mean ± SD, *n* = 2). (**C**) Representative FACS plots and (**D**) quantification of zymosan uptake by BM DCs and splenic DCs after 2 h in vitro co-culture (*n* = 3, *p* < 0.0001, 2-way ANOVA). (**E**) Uptake of zymosan particles by BM DCs and splenic DCs after 2 h in vitro co-culture in the presence or absence of a Dectin-1 blocking antibody (Mean ± SD, *n* = 3, multiple *t*-tests). (**F**) Uptake of life *Aspergillus conidia* by BM DCs and splenic DCs after overnight in vitro co-culture in the presence or absence of a Dectin-1 blocking antibody (Mean ± SD, *n*=3, multiple *t*-tests). * *p* < 0.05; *** *p* < 0.001.

**Figure 4:**
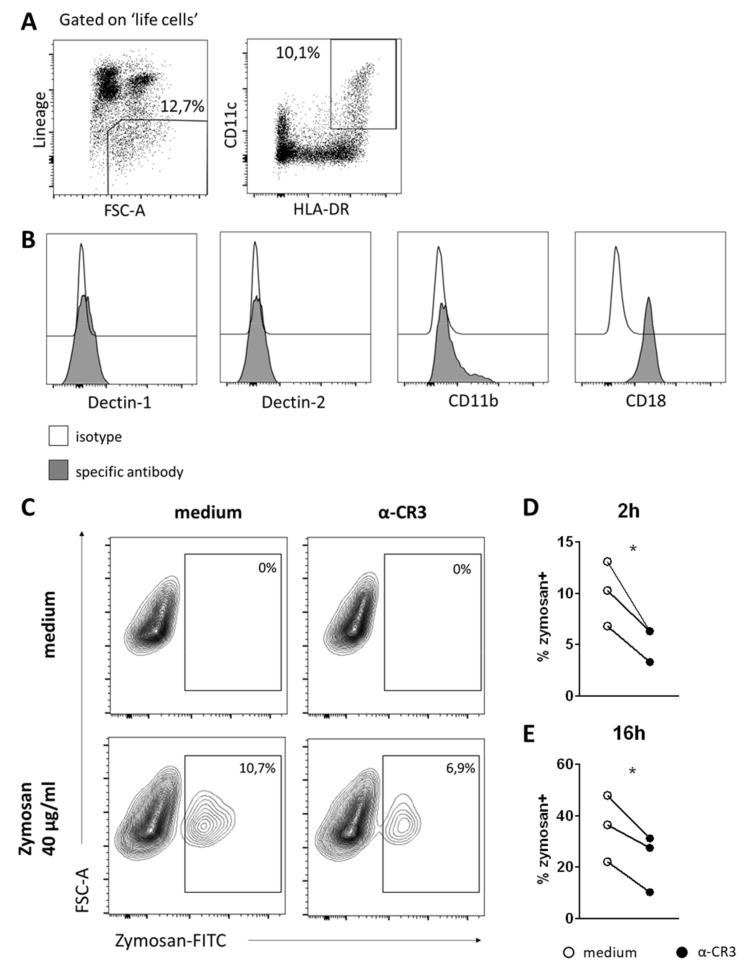
Human BM DCs take up zymosan in a CR3-dependent manner. (**A**) Representative FACS plots of DCs in human BM aspirates. (Lineage: CD3, CD19, CD20, CD14, CD16, CD56). (**B**) Representative histograms of geoMFI for expression of Dectin-1, Dectin-2, CD11b, and CD18 expression by human BM DCs. Representative FACS plots (**C**) and quantification of uptake of zymosan by human BM DCs after 2 h (**D**) and overnight (**E**) in vitro co-culture in the presence or absence of CR3 blocking antibodies (Mean ± SD, *n* = 3, paired *t*-test). * *p* < 0.05.

**Figure 5:**
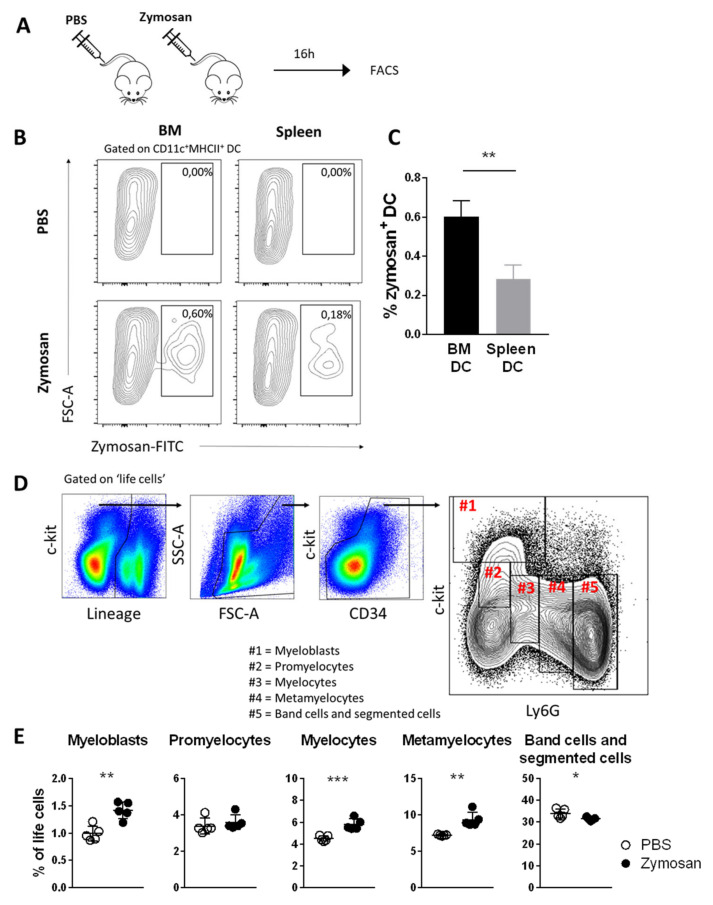
Zymosan is taken up by BM DCs after in vivo administration and boosts the number of neutrophil progenitors. (**A**) Experimental set-up, (**B**) representative FACS plots, and (**C**) quantification of in vivo uptake of zymosan particles by BM DCs and splenic DCs, 16 h after intravenous administration of zymosan. (Mean ± SD, *n* = 5, paired *t*-test). (**D**) Gating strategy for neutrophil precursors. (**E**) Quantification of neutrophil precursors in murine BM, 16 h after intravenous administration of zymosan. (Mean ± SD, *n* = 5 per group, unpaired *t*-test). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
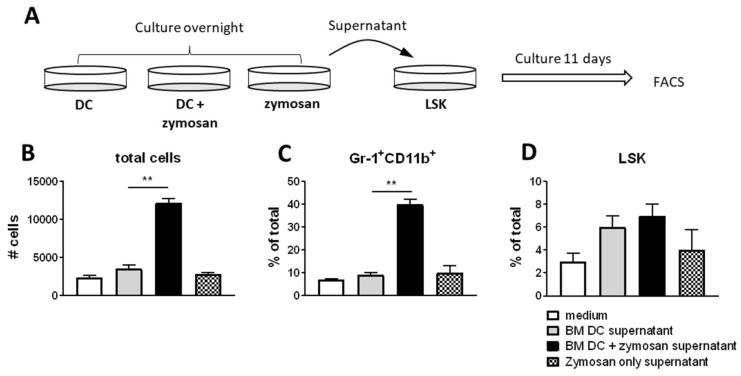
BM DCs promote neutrophil formation in a G-CSF dependent manner upon exposure to zymosan. (**A**) Experimental set-up of in vitro LSK cell cultures (**B**) Total number of cells, (**C**) percentage of LSK, and (**D**) percentage of CD11b^+^GR-1^+^ neutrophil type cells after 11 days in vitro culture of LSK cells with supernatant of BM DCs and zymosan cocultures. Graphs depict mean ± SD of experimental duplicates and are representative of 4 independent experiments. (unpaired *t*-test). Gating strategy for LSK cells and neutrophil type cells after culture can be found in Supplementary Figure S6. Graphs depict mean ± SD of experimental duplicates and are representative of three independent experiments. (unpaired *t*-test). ** *p* < 0.01.

## Data Availability

The RNA sequencing data presented in this study will be made available at GEO; accession numbers will be provided during review.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11010055/s1, Figure S1: DCs in BM and spleen, Figure S2: CD8 T cell activation by BM DCs, Figure S3: Gene ontology enrichment analysis of RNAseq from BM DCs vs splenic DCs, Figure S4: Imagestream analysis of zymosan uptake by DC, Figure S5: In vivo zymosan uptake by BM cells & impact on neutrophil numbers, Figure S6: Gating strategy for LSK cultures and impact of blocking G-CSF, Table S1: Genes differentially expressed between DCs in BM vs. spleen.

How the deposited data were processed for this re-analysis (not part of the article)

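RNA of sorted cDC2 was sequenced from 3 BM and 3 splenic samples, each pooled from 2 mice. The authors aligned the reads with STAR 2.5.3a to mm10 and counted those on exons of Ensembl genes with featureCounts 1.5.2, and the deposited values are raw counts per gene and library, with no normalization, no filter on low genes and no pooling of libraries. Whether the counting used the strand, and how reads with several alignments or on overlapping genes were treated, is not stated in the sources used here, so genes with near-identical copies can gain or lose reads. Each of the 6 columns of counts matched the label of 1 sample by name, and 0 columns were left unmapped. Of the 46078 genes counted, 2853 carry no symbol, 155 of them among the genes tested, and 107 symbols stand for more than 1 gene, so genes were joined by their identifiers.
All further values were computed here from these counts in R 4.3.3. Genes above 1 CPM in at least 3 libraries were kept, the libraries were scaled by edgeR's TMM method, and BM was compared with spleen by edgeR 4.0.16's quasi-likelihood test with the replicate number as a block and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 and a fold change above 1.5 needed for a call, which are the thresholds and the design of the paper. CPM values printed with an SD are TMM-normalized, with n = 3 libraries per organ. The standard error of an edgeR log2 fold change was derived as its absolute value over the square root of the test's F statistic. It has little meaning for genes at or near 0 reads in an organ, whose fold change depends on the prior count. Between 25916306 and 34296334 counts per library set the precision of a single value, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. A fold change against an organ with 0 reads in all libraries is given as a lower bound against 3 counts over the 3 libraries. Positions are those of GENCODE M21 on GRCm38.
The replicate numbers were taken as pairs because the paper describes a paired design. This was checked in the rows of Table S1 at hand, which are 1998 of the 3697 rows. With BM and splenic libraries of the same number paired, limma-trend on log2 CPM gave t statistics that differed from those of the table by a median of 3.5e-06, and under each of the other 5 pairings, or no pairing, by at least 0.495. The deviations of same-numbered libraries from their organ's mean correlated across genes by 0.148, 0.079 and 0.184. Because the table was held in part, no overlap or enrichment was tested on it.
Lists of genes were tested for direction with limma 3.58.1's fry on log2 CPM with a prior count of 2 and the same block, and called genes were counted against all tested genes with two-sided Fisher's exact tests. The lists were 11 functional classes defined by symbols, a list of the CTL/CTLD superfamily, and lists of markers of cDC2, cDC1, DCs in general with their precursors, monocytes, macrophages, neutrophils, B cells, plasma cells, plasmacytoid DCs, erythroid cells, stem and progenitor cells, eosinophils with basophils and mast cells, endothelial and stromal cells, proliferation, and immediate-early and heat shock genes. Lists for T cells, NK cells and platelets had fewer than 3 tested genes and were not tested. The lists, the tests, the alternatives and the rule for the genes named were fixed before the data were examined. The rule named every gene in the paper's text or Figure 2D, the genes of the proteins the paper measured, the 5 genes with the largest change in each direction among those called with an average log2 CPM of at least 5 and the same direction in every pair, and for a list up to 3 of its most abundant members and those needed as a limit. Values of Table S1 and Figure 2D had been read by then. Zbtb46, Wdfy4, Igkc, Prss34, Mcpt8, Cpa3, Ms4a2, Fcer1a, the MHC class II genes H2-DMb1, H2-DMb2, H2-Oa, H2-Ob, H2-Eb2 and Ciita, and the members of the CTL/CTLD list outside Figure 2D were named after their values had been seen.
The alternatives were no replicate block, DESeq2 1.42.0, limma-trend with prior counts of 0.5 and 3, DESeq2's size factors or the library size alone in the edgeR fit, no filter and a stricter filter on low counts, another use of the fold change limit, each pair or each library left out, and for lists fry without the block and camera with a preset correlation of 0.01 or an estimated one. The tests were first run on simulated counts for this comparison of 3 pairs, drawn from the means and sizes of the real libraries. Of 200 changed genes among 12578, edgeR called 82.5% in the right direction and 9.84% of its calls were false, limma-trend 83.0% with 12.63% false, and DESeq2 87.5% with 20.45% false, so all 3 exceeded the 5% aimed at in this simulation. Far fewer genes changed in it than the 27.2% called in the real data, so these shares do not carry over to the real calls. fry gave a p under 0.05 for 14 of 200 unshifted random lists. Gene Ontology terms were not analysed here, nor the paper's flow cytometry, imaging and human data.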

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

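The rule that picked the lists in this part (higher in BM by fry, with the lowest BM library above the highest splenic one) was set after the values of the lists had been seen, as were the tests with the library size alone, of dilution, of other cells in the sort gate, of the order and ratio of the BM libraries, of Prdm1 and Sdc1 against Igkc, of the rise of Igkc, of the share of Ear2 and of the basophil and mast cell genes beside Prss34, and the limits used to read them. The tests on libraries of equal depth and on GC content and length were set earlier.
Monocyte genes were high in BM cDC2, a signal that the paper does not discuss. The summed CPM of a list of 17 monocyte genes was 16541 ± 1821 CPM (SD, n = 3) in BM and 1643 ± 203 CPM (SD, n = 3) in spleen, and the lowest BM library was 7.75 times the highest splenic one. The most abundant were Lyz2, at 7735 ± 2291 CPM (SD, n = 3) in BM and 266 ± 54.9 CPM (SD, n = 3) in spleen, Ccr2, and Csf1r, with a log2 fold change of 2.83. Of the 17 genes, 14 were called higher and 13 exceeded 1 CPM in all splenic libraries, 3 are on another list and none was labelled in Figure 2D. With every library thinned to the lowest total, 14 were still called higher, which excludes depth as the cause. The median log2 fold change of the list, 3.80, was 3.69 with the library size alone and 3.66 after a trend on GC content and transcript length had been removed, so neither TMM, nor a few dominant genes, nor that trend explains it. Cells without DC transcripts that only diluted the same cDC2 would lower all DC genes by 1 factor, but the largest and smallest falls among the general DC genes, of Zbtb46 and Dpp4, lay 1.66 apart on the log2 scale (standard error 0.146). What stays open is that the gate took in other cells in BM than in spleen. The called genes of the cDC2 list spanned 10.36 on the log2 scale, from Dtx1 to Itgam, which is consistent with other cDC2 subsets or monocyte-derived cells in the BM gate, but the same would be seen if cDC2 of the same origin changed their expression with the organ, and these cannot be told apart in sorted pools. The organ itself as a cause was not tested.
Neutrophil genes rose most. A list of 15, of which 11 were tested, summed to 1290.1 ± 726 CPM (SD, n = 3) in BM and 2.63 ± 1.36 CPM (SD, n = 3) in spleen, the lowest BM library being 179 times the highest splenic one. All 11 were called higher, none of the 15 exceeded 1 CPM in all splenic libraries, and 1 is on another list. S100a9, at 324 ± 187 CPM (SD, n = 3) in BM, Ngp, at 266 ± 146 CPM (SD, n = 3), and Ltf, at 239 ± 134 CPM (SD, n = 3), were among the most abundant. After thinning to equal depth 11 were called higher. The median log2 fold change of 9.58, or 7.90 with genes at 0 in spleen set to their lower bound, was 9.47 with the library size alone and 9.27 after removal of the GC and length trend, so depth, scaling and that trend are excluded as causes. The BM libraries held 1135, 2081 and 654 CPM of these genes in replicates 1, 2 and 3, and 10 of the 11 genes ranked them in that order, replicate 2 highest and replicate 3 lowest. Their median log2 ratio of replicate 2 to replicate 3, 1.68, lay at percentile 100 of 10000 random lists of the same size and level. This is consistent with a small, varying amount of neutrophils or their free RNA in the sorted BM samples, a hypothesis that was formed on the same data.
The CTL/CTLD receptors of Figure 2D were tested against the neutrophil source only, though neutrophils and monocytes both express such receptors. Monocytes or monocyte-derived cells were not tested as a source of the rise. They stay open for these receptors, Clec7a included. Of the 25 called higher, 44.0% ranked the BM libraries in the order of the neutrophil genes, so most ranked them otherwise and neutrophil RNA is excluded as the source of the whole rise. Their median log2 ratio of BM replicate 2 to 3 was 0.499, above those of all 10000 random lists and below that of the neutrophil genes, so a contribution to part of the rise could not be excluded. With 3 libraries in BM, that part cannot be told apart from other differences between replicates 2 and 3.
Plasma cell genes were higher in BM, with the lowest BM library at 3.13 times the highest splenic one over a list of 8, of which 4 were tested, 3 were called higher, 2 exceeded 1 CPM in all splenic libraries and 1 is on another list. The 3 were Prdm1, at 59.2 ± 6.7 CPM (SD, n = 3) in BM and 8.25 ± 1.4 CPM (SD, n = 3) in spleen, Sdc1, at 10.9 ± 2.28 CPM (SD, n = 3) in BM with 0 splenic reads, and Igha, which lost its call in most fits without the replicate block. All 3 were called after thinning, which excludes depth. Plasma cells carry far more immunoglobulin RNA than Prdm1 RNA, but the mean CPM of Prdm1 was 4.57 times that of the light chain gene Igkc, which speaks against plasma cells as the source of the rise in Prdm1. Igkc was at most 2.09 times Sdc1 in any BM library, which speaks against them as the source of the rise in Sdc1 in the same way. Igkc itself was higher in BM, by a log2 fold change of 2.01, though its call was lost without replicate 2 (2.21) and without the block when BM replicate 2 or 3 or spleen replicate 1 or 3 was left out (1.92, 1.77, 1.86 and 1.89). This goes with plasma cell RNA, so plasma cells stay open as the source of the rise in Igha, which was at 0.129, 11.5 and 23.4 CPM in BM replicates 1, 2 and 3. A biological cause was not tested.
The list of 11 eosinophil, basophil and mast cell genes was 3.2 times higher in the lowest BM library than in the highest splenic one. Of the 4 genes tested, 2 were called higher, after thinning 2 as well, which excludes depth, and 2 of the list exceeded 1 CPM in all splenic libraries. Ear2 alone was at 209 ± 48.2 CPM (SD, n = 3) in BM and 48.6 ± 2.58 CPM (SD, n = 3) in spleen. It made up 96.8% of the sum in BM and 92.7% in spleen. In BM, Siglecf was at 2.77 ± 1.1 CPM (SD, n = 3) and Prg2 at 1.38 ± 1.29 CPM (SD, n = 3). Eosinophils would bring their other abundant transcripts too, but Prg2 was not called (log2 fold change -1.38, standard error 1.16). So near the floor Prg2 cannot decide, and eosinophils as the source of the rise in Ear2 stay open. The other gene called higher was Prss34, a gene of basophils, at 1.43 ± 0.266 CPM (SD, n = 3) in BM with 0 splenic reads, at least 46-fold higher against 3 counts over the 3 splenic libraries. Its call was lost without replicate 1 and without replicate 2, with log2 fold changes of 8.37 and 8.31 that depend on the prior count. Mcpt8, Cpa3, Ms4a2 and Fcer1a summed to 0.762 CPM in BM, so near the floor that basophils or mast cells as the source of the rise in Prss34 stay open. Reads shared between Ear2 and its near-identical paralogs were not tested, nor was a biological cause.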

How the results depend on the processing

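The calls, the named genes, the correlations and the list tests were each recomputed under the alternatives that apply to them, and the random lists, the library orders, the dilution test and the lower bounds were computed under 1 setting. The 12928 genes tested gave 3437 calls in the fit without the replicate block, where the paired fit gave 3518, and 3313 genes were shared in the same direction. No gene called in both changed direction, under this or any of the other 19 settings. The number of calls stayed within 1.5 times under every setting but 1. With the fold change of 1.5 as the null hypothesis, 2187 genes were called, 1264 higher and 923 lower, which follows from the stricter criterion. The highest count, 5034, came from dropping the fold change limit. DESeq2 called 3967 genes. In the simulated data, where far fewer genes changed, it had the largest share of false calls, a share that does not carry over to this count. With the library size as the only scaling, 45.8% of the called genes were higher in BM in place of 55.3% (1659 higher and 1960 lower), because the median log2 fold change of all genes moved from 0.01 to -0.10, and changes are reported relative to that of TMM. Leaving out a pair gave between 2553 and 3693 calls, and leaving out a library without the block between 2834 and 3478, with replicate 2 the one whose absence lowered both most.
The organ gap in the correlations kept its sign and its first division under all settings, between 0.137 and 0.152 with a library left out, 0.165 with a prior count of 0.5 and 0.097 with Spearman's coefficient. The largest moves, with pair means removed and without the filter, are given with the correlations. Since 3 against 3 cannot go below an exact permutation p of 0.1, the p says nothing on its stability.
For lists, the block changed the direction test of interferon-induced genes, which passed only with it, and of Toll-like receptors and plasmacytoid DC genes, which passed only without it. It changed no other list. Camera with the preset correlation passed 1 of the 11 classes and 6 of the 15 marker lists, 4 of these shared with the 10 that fry passed. Camera with the estimated correlation passed 0 of the classes and 0 of the marker lists, with 1 of each under an unadjusted p of 0.05. The cause was not tested. The CTL/CTLD list stayed under 0.05 with all set tests, but it includes the genes of Figure 2D and was tested as a single list without adjustment, and before adjustment the chemokines and the monocyte list did so as well.
Of the genes named in the text, 102 were tested and 90 called. Of the 90, 74 were called under every setting that tested them and 89 kept their direction in all. The exception was Oasl2, whose log2 fold change reached -0.16 without BM replicate 3 and the block. Prg2, which was not called, turned to 0.17 without spleen replicate 2 and the block, at a level of a few CPM. Without the block 4 named genes lost their call, Cd24a, Ccl5, Igha and Oasl2. The most, 10, did so without BM replicate 2 and the block. Depth limits the genes with 0 to a few reads in an organ, for which the size of a fold change stays open.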

Differences from the paper's values

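A fold change of the paper was taken to differ where it lay more than 1 SD of the 3 pair log2 fold changes from the value here, or more than 1.5-fold where a library had 3 counts or fewer, and a count where it was more than 1.5 times apart. Of 79 values of the paper set against these, 2 differed, both of genes with libraries at or near 0 reads in spleen. For F13a1 the paper's log2 fold change in Table S1 is 12.48 and the value here is 11.49. For Ltf the paper's value is 9.37 and the value here is 7.90. Of the alternatives set before the data were examined, limma-trend with a prior count of 0.5 came within 1.5-fold of the paper's value for both genes, with the replicate block and without it, and for Ltf so did the edgeR fit without replicate 3. The other alternatives that tested the genes did not. Genes with 0 reads in all splenic libraries were compared as lower bounds, and none exceeded the paper's fold change by more than 1.5 times. When the fitted value and its standard error were used for every gene in place of these rules, 6 of the 73 genes compared with Table S1 lay more than 1 standard error from it, Chil3, Camp, Clec4e and Cspg4 with 0 splenic reads, F13a1 and Ltf.
The paper's total of 3697 differentially expressed genes, with 2052 higher and 1645 lower in BM, stands beside 3518, 1947 and 1571 from edgeR, less than 1.5-fold apart. The setting that gives the paper's 3 numbers is limma-trend with a prior count of 0.5 and the replicate block, the test and design the paper names, though it does not name the prior count. Over the 1998 rows of Table S1 at hand, all genes had the same direction here and 1897 were called, with a median absolute difference in log2 fold change of 0.002 and a largest one of 1.70 among genes with reads in both organs.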

Other observations

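Among the tests in this part, those on random lists for the interferon-induced genes, on the third sort and on the order of the splenic libraries were chosen after the result had been seen, and so were the limits used to read them. The count of sample splits was described after the real split had been fitted.
The split by organ was the 1 of 10 splits of the libraries into 3 and 3 that gave as many called genes in edgeR without the block, but 10 splits cannot give a share under 0.1, so a count of splits cannot exclude chance in this design. Of the 4 ways to assign the organs within pairs, which differ by the exchange of the labels in 1 pair, the real one was likewise the only one with as many.
Interferon-induced genes were higher in replicate 3 of both organs. The median log2 ratio of replicate 3 to the mean of replicates 1 and 2 was 1.36 over 39 genes in BM and 1.47 in spleen, and 32 and 33 of the genes were above both other replicates. Both ratios lay at percentile 100 of 10000 random lists of the same size and level, so chance among such lists is excluded, and depth is excluded too, since the smaller ratio was 1.38 after thinning to equal totals. Because the rise of at least 1.36 was in both organs of that sort, a candidate explanation is the mice or the processing of the third sort, an infection or a stimulus in 1 pool being possible as much as handling. With 1 sort these cannot be told apart. The sum over the class was 3683, 4022 and 8947 CPM in BM replicates 1, 2 and 3 and 2969, 2985 and 6603 CPM in the splenic ones. Of its most abundant members, Ifi30 was not called between the organs and Ifitm3 had a log2 fold change of 1.19. Ifitm3 was called under 18 of the 21 settings that tested it.
Macrophage genes differed between the splenic libraries. The sum of the list was 142, 1151 and 695 CPM in spleen replicates 1, 2 and 3 and 5501 ± 677 CPM (SD, n = 3) in BM. The mean SD of log2 CPM between the splenic libraries was 1.62 over 14 genes, at percentile 100 of the random lists, which excludes chance among such lists only. Macrophage genes moved together, with a correlation of 0.826 as estimated by camera. Random lists do not have this, so ordinary variation between 3 pools is not excluded. Of the 14 genes, 13 ranked replicate 2 above 3 above 1. That order was read from the same genes, so no chance share is given for it. The BM libraries differed too, with a mean SD of 0.717, again at percentile 100, so a wide spread is not particular to the spleen. The BM sums were 4721, 5937 and 5846 CPM in replicates 1, 2 and 3. The order of the BM libraries was not tested for these genes. The splenic spread and order could come from macrophages or their RNA in unequal amounts in the sorted splenic samples. Of the list, 11 genes exceeded 1 CPM in all splenic libraries. A biological difference between the pools was not tested. Axl, C1qb and C1qa, the most abundant, had log2 fold changes of 4.47, 4.90 and 4.40 between the organs with standard errors of 0.604, 0.479 and 0.413. As a list, macrophage genes were called higher in 9 of 14 with a median log2 fold change of 2.49, and their direction passed with camera's preset correlation but not with fry (adjusted p = 0.11). Mrc1 ranked the splenic libraries in the same order.
The other marker lists were tested with fry and Benjamini-Hochberg adjustment over 15 lists. The direction was upward for the lists of cDC1 (6 higher and 3 lower of 12 tested, median log2 fold change 2.11, adjusted p = 0.0333), of monocytes (14 higher and 0 lower of 17 tested, median log2 fold change 3.80, adjusted p = 0.00492), of neutrophils (11 higher and 0 lower of 11 tested, median log2 fold change 9.58, adjusted p = 0.00596), of plasma cells (3 higher and 0 lower of 4 tested, median log2 fold change 3.85, adjusted p = 0.00347) and of eosinophils, basophils and mast cells (2 higher and 0 lower of 4 tested, median log2 fold change 1.37, adjusted p = 0.00735). It was downward for cDC2 (2 higher and 6 lower of 12 tested, median log2 fold change -1.58, adjusted p = 0.0178), general DC genes (0 higher and 7 lower of 7 tested, median log2 fold change -1.35, adjusted p = 0.00492), stem and progenitor cells (1 higher and 4 lower of 6 tested, median log2 fold change -1.54, adjusted p = 0.00492) and proliferation (0 higher and 5 lower of 15 tested, median log2 fold change -0.63, adjusted p = 0.0418). The summed CPM of the cDC1 list went the other way, at 1530.1 ± 77.3 CPM (SD, n = 3) in BM and 2877 ± 135 CPM (SD, n = 3) in spleen. For B cells (2 higher and 3 lower of 11 tested) the test was downward (adjusted p = 0.0163) with a mean of -0.11 although the median was 0.87. No direction passed for plasmacytoid DCs (0 higher and 2 lower of 6 tested, median log2 fold change 0.14, adjusted p = 0.179), whose mean was -0.20, erythroid cells (2 higher and 0 lower of 8 tested, median log2 fold change 1.19, adjusted p = 0.11), endothelial and stromal cells (1 higher and 1 lower of 6 tested, median log2 fold change 1.59, adjusted p = 0.499) or immediate-early and heat shock genes (7 higher and 0 lower of 16 tested, median log2 fold change 0.57, adjusted p = 0.104).
T cell genes summed to 3.15 ± 2.57 CPM (SD, n = 3) in BM and 31.3 ± 2.46 CPM (SD, n = 3) in spleen, NK cell genes to 5.1 ± 1.62 CPM (SD, n = 3) in BM and 2.6 ± 0.951 CPM (SD, n = 3) in spleen and platelet genes to 24.4 ± 7.75 CPM (SD, n = 3) in BM and 1.42 ± 0.575 CPM (SD, n = 3) in spleen. The sum of the platelet genes was higher in every BM library than in any splenic one, but too few were tested for a list test. Erythroid genes varied between libraries, with 211, 626 and 273 CPM in BM replicates 1, 2 and 3 and 87.4, 941 and 33.5 CPM in the splenic ones, and immediate-early and heat shock genes were highest in BM replicate 1, with 9229.6, 3254 and 4193 CPM in the BM replicates and 3295, 1917 and 2935 CPM in the splenic ones. No cause of these differences was tested. Xist had 0 reads in all 6 libraries and Ddx3y, on the Y chromosome, was at 118 ± 5.58 CPM (SD, n = 3) in BM and 186 ± 12.1 CPM (SD, n = 3) in spleen.
All 7 general DC genes were lower in BM, with Flt3 at -1.35, Itgax as given at the sort markers, Dpp4 at -1.08 and Zbtb46 at -2.74 on the log2 scale. Irf8, a factor of cDC1, rose from 28 ± 5.11 CPM (SD, n = 3) in spleen to 276 ± 14 CPM (SD, n = 3) in BM (log2 fold change 3.31), while Wdfy4, another cDC1 gene, fell by 2.37 on the log2 scale, and Irf4 and Notch2 were not called, at -0.54 and 0.30.
For the functional classes the direction test with fry, adjusted over 11 classes, was upward for interleukins and their receptors (adjusted p = 0.0241), chemokines (adjusted p = 0.00133), chemokine receptors (adjusted p = 0.0102), the TNF superfamily (adjusted p = 0.024), interferon-induced genes (adjusted p = 0.024) and interferon regulatory factors (adjusted p = 0.0156), the last with a median log2 fold change of -0.15 and a mean of 0.34. It was downward for T cell co-stimulation and inhibition (adjusted p = 0.0174) and for MHC class II (adjusted p = 0.0422). Toll-like receptors, ribosomal proteins and NOD-like receptors did not pass (adjusted p = 0.0739, 0.0748 and 0.318), the last with a median of 0.04 and a mean of -0.10.
The MHC class II genes moved apart, with a median of 0.52, a mean of -0.61 and a sum of 56377 ± 4927 CPM (SD, n = 3) in BM and 39257 ± 2656 CPM (SD, n = 3) in spleen. The most abundant rose in BM, Cd74 by 0.60, H2-Eb1 by 0.70 and H2-Aa by 0.63 on the log2 scale, and all 3 lost their call with the library size alone and with 1.5-fold as the null hypothesis, Cd74 and H2-Aa also without replicate 2 in both organs or in BM alone, and Cd74 also without BM replicate 1 or spleen replicate 3 and the block. H2-DMb1 rose by 1.36, whereas H2-Oa had a log2 fold change of -2.38, H2-Ob of -2.24, H2-DMb2 of -2.95, H2-Eb2 of -2.73 and Ciita of -0.77. H2-DMb1 with H2-DMb2 and H2-Eb1 with H2-Eb2 are paralogs that could share reads, which was not tested.
The paper measured CD40, CD80 and CD86 as proteins with and without LPS. In the untreated cDC2 sequenced here Cd80 had a log2 fold change of -1.41 (adjusted p = 2.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cd86 at -0.58 and Cd40 at -0.49 were not called. Cd86 was just under the 1.5-fold limit and passed it under several settings, and both genes were called without replicate 3. Itgb2 was not called, at -0.35. Csf3 and Il23a had 0 reads in all 6 libraries.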
